# Nipbl and Mediator Cooperatively Regulate Gene Expression to Control Limb Development

**DOI:** 10.1371/journal.pgen.1004671

**Published:** 2014-09-25

**Authors:** Akihiko Muto, Shingo Ikeda, Martha E. Lopez-Burks, Yutaka Kikuchi, Anne L. Calof, Arthur D. Lander, Thomas F. Schilling

## Abstract

Haploinsufficiency for Nipbl, a cohesin loading protein, causes Cornelia de Lange Syndrome (CdLS), the most common “cohesinopathy”. It has been proposed that the effects of Nipbl-haploinsufficiency result from disruption of long-range communication between DNA elements. Here we use zebrafish and mouse models of CdLS to examine how transcriptional changes caused by Nipbl deficiency give rise to limb defects, a common condition in individuals with CdLS. In the zebrafish pectoral fin (forelimb), knockdown of Nipbl expression led to size reductions and patterning defects that were preceded by dysregulated expression of key early limb development genes, including *fgfs*, *shha*, *hand2* and multiple *hox* genes. In limb buds of *Nipbl*-haploinsufficient mice, transcriptome analysis revealed many similar gene expression changes, as well as altered expression of additional classes of genes that play roles in limb development. In both species, the pattern of dysregulation of *hox*-gene expression depended on genomic location within the *Hox* clusters. In view of studies suggesting that Nipbl colocalizes with the mediator complex, which facilitates enhancer-promoter communication, we also examined zebrafish deficient for the Med12 Mediator subunit, and found they resembled Nipbl-deficient fish in both morphology and gene expression. Moreover, combined partial reduction of both Nipbl and Med12 had a strongly synergistic effect, consistent with both molecules acting in a common pathway. In addition, three-dimensional fluorescent in situ hybridization revealed that Nipbl and Med12 are required to bring regions containing long-range enhancers into close proximity with the zebrafish *hoxda* cluster. These data demonstrate a crucial role for Nipbl in limb development, and support the view that its actions on multiple gene pathways result from its influence, together with Mediator, on regulation of long-range chromosomal interactions.

## Author Summary

Limb malformations are a striking feature of Cornelia de Lange Syndrome (CdLS), a multi-system birth defects disorder most commonly caused by haploinsufficiency for *NIPBL*. In addition to its role as a cohesin-loading factor, Nipbl also regulates gene expression, but how partial Nipbl deficiency causes limb defects is unknown. Using zebrafish and mouse models, we show that expression of multiple key regulators of early limb development, including *shha*, *hand2* and *hox* genes, are sensitive to Nipbl deficiency. Furthermore, we find morphological and gene expression abnormalities similar to those of Nipbl-deficient zebrafish in the limb buds of zebrafish deficient for the Med12 subunit of Mediator—a protein complex that mediates physical interactions between enhancers and promoters—and genetic interaction studies support the view that Mediator and Nipbl act together. Strikingly, depletion of either Nipbl or Med12 leads to characteristic changes in *hox* gene expression that reflect the locations of genes within their chromosomal clusters, as well as to disruption of large-scale chromosome organization around the *hoxda* cluster, consistent with impairment of long-range enhancer-promoter interaction. Together, these findings provide insights into both the etiology of limb defects in CdLS, and the mechanisms by which Nipbl and Mediator influence gene expression.

## Introduction

Cohesin, a ring-shaped, DNA-associated protein complex, is best known for its role in tethering sister chromatids together until mitosis [1], [2]. However, growing evidence indicates that cohesin, and proteins such as Nipped-B-like (Nipbl) that regulate cohesin loading onto DNA, also play critical roles in gene regulation [3]–[13]. In particular, it has been suggested that Nipbl and cohesin mediate interactions between promoters and distant enhancers, a process thought to involve the physical looping out of intervening DNA sequences [14]–[16]. For example, in *Drosophila*, Nipped-B (the orthologue of Nipbl) and cohesin regulate *cut* gene expression by controlling long-range interactions between the *cut* promoter and a wing-specific remote enhancer [5]. In mice, haploinsufficiency for *Nipbl* impairs looping that controls the selective expression of beta-globin isoforms by erythroid cells [13].

Recently, it was found that Nipbl co-localizes with the Mediator complex at promoters/enhancers of actively transcribed genes in mouse embryonic stem cells [17]. Thought to play a pivotal role in transmitting regulatory signals from gene-specific activators/repressors to RNA polymerase II [18], [19], Mediator is a large complex composed of a core that interacts with RNA polymerase II and gene-specific transcriptional regulators, and a Cdk8 submodule (containing Cdk8, CyclinC, Med12 and Med13) and can either negatively [20]–[22] or positively [23], [24] regulate transcription. The reported physical interaction between Mediator and Nipbl at active genes suggests that they function together in promoter-enhancer communication, but exactly how this occurs is unknown.

Much insight into the physiological significance of cohesin's influence on transcription has come from the study of Cornelia de Lange Syndrome (CdLS) and other “cohesinopathies”. CdLS is a congenital syndrome characterized by growth retardation, neurological dysfunction, and structural defects in multiple organs [25]–[30], and is caused, in most cases, by haploinsufficiency for *NIPBL* [31], [32]. More recently it has been shown that mutations in cohesin subunits SMC1A or SMC3 [33], [34] or the SMC3 deacetylase, HDAC8 [35], are less common causes of CdLS. Analysis of both patient samples and animal models indicate that *Nipbl* haploinsufficiency causes small changes (usually less than 1.5-fold) in the expression of many hundreds of genes [3], [4], [11]. Analysis of both mouse and fish models of Nipbl deficiency suggests that pervasive phenotypic abnormalities result from the collective, and sometimes synergistic, effects of such small changes in gene expression [3], [11].

Among the most striking abnormalities in CdLS are limb defects, which range from mild brachydactyly and clinodactyly to severe digit and limb truncations, the latter in about 1/3 of cases [26], [28], [36]. Limb reduction is one of the few structural defects in CdLS that is not replicated in the *Nipbl*-haploinsufficient mouse model, as these mice exhibit only minor changes in the shape of the olecranon process, and delays in the ossification of limb bones [3]. Hypothesizing that this difference might reflect slight differences in the threshold for triggering such defects in mouse versus man, we decided to look at development of the pectoral fin (the homologue of the mammalian forelimb) in a zebrafish model of Nipbl-deficiency, produced by injection of morpholino oligonucleotides (MO) directed against the two zebrafish *nipbls* [11]. Here we show that Nipbl-deficient fish display a marked reduction in pectoral fin size, which is already apparent early in fin bud development. We demonstrate that Nipbl is required for normal expression of conserved regulators of vertebrate limb growth and patterning, including *fgfs* in the apical ectodermal ridge (AER), *shh* in the zone of polarizing activity (ZPA), and several *hox* genes of the *hoxab*, *hoxca* and *hoxda* clusters. We also show that that *Nipbl*-haploinsufficient mouse limb buds display a pattern of gene expression changes strikingly similar to those observed in Nipbl-deficient pectoral fin buds.

Pectoral fin defects have also been reported in *med12*-mutant zebrafish, in which Mediator function is disrupted [37]. Interestingly, we find that both the morphological and gene expression changes that occur in Nipbl-deficient fin buds are mimicked when *med12* is knocked down. In particular, expression of multiple *hox* genes in different clusters is affected in a similar position-specific manner in both Nipbl- and Med12-deficient fish embryos, and results of experiments in which we simultaneously knock down both Nipbl and Med12 suggest that they interact genetically. Using 3-dimensional fluorescent in situ hybridization (3D-FISH) in zebrafish fin buds, we further show that Nipbls and Med12 are required for higher-order chromatin organization near the *hoxda* cluster. Overall, the data point to a shared, conserved role for Nipbl and the Mediator complex in the regulation of long-range enhancer-promoter interactions underlying growth and patterning of the vertebrate limb.

## Results

### Impaired pectoral fin development in Nipbl-deficient zebrafish

Both *nipbl* genes in zebrafish, *nipbla* and *nipblb* [11], are expressed in developing pectoral fin bud mesenchyme (Fig. S1A, B). To investigate their requirements in forelimb development, we generated “Nipbl-deficient” embryos in which both *nipbla* and *nipblb* were depleted by injecting either of two different sets of antisense morpholinos (MOs) designed against distinct MO target sites, as described previously [11]. Pectoral fins of Nipbl-deficient larvae were 40% shorter in length at 72 hours post fertilization (hpf) than those of control embryos (Figure 1A, B, E). This reduced size was not simply due to developmental delay, since it was much more severe than expected given the delay in development of the eye and lower jaw, which we estimated at approximately 16 hrs (Figure S2, see below). Pectoral fin defects were more severe when MOs to both *nipbl* mRNAs were injected, compared with either one alone (Figure S3) [11]; thus, injections of both MOs were used in subsequent experiments. Pectoral fin defects were partially rescued by co-injection of exogenous *nipbla* mRNA, confirming MO specificity (Figure 1C–E).

**Figure 1:**
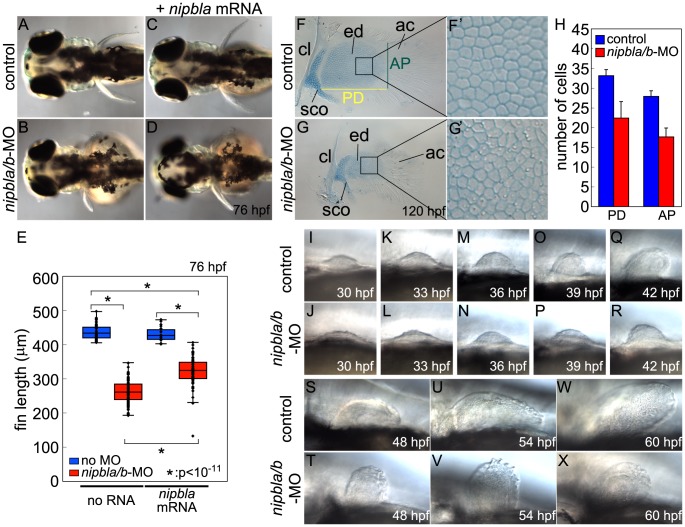
Nipbl knockdown disrupts pectoral fin development. (A–D) Reduced pectoral fins in live Nipbl-deficient embryos at 76 hpf. Dorsal views, anterior to the left. Uninjected control (A), Nipbl-deficient (*nipbla/b*-MO) (B), injected with 400 pg of *nipbla* mRNA alone (C) and co-injected with *nipbla/b*-MO+*nipbla* mRNA (D). (E) Whisker plots of fin length at 76 hpf; medians: 431.8 µm, n = 50 (control), 258.5 µm, n = 88 (*nipbla/b*-MOs), 423.0 µm, n = 22 (*nipbla* mRNA alone), and 319.5 µm, n = 70 (*nipbla/b*-MOs+*nipbla* mRNA). p-values are indicated in the graph. (F, F′, G, G′) Alcian blue staining of cartilages in pectoral fins in control (F, F′) and Nipbl-deficient embryos (G, G′) at 120 hpf. F′ and G′ are higher magnification pictures of boxed areas of endoskeletal discs in F and G, respectively. ac, actinotrichs; cl, cleithrum; ed, endoskeletal disc; sco, scapulocoracoid. (H) Numbers of endoskeletal cells in pectoral fins along proximodistal (PD) and anteroposterior (AP) axes (control; n = 13, Nipbl-deficient embryos; n = 16). PD (Ave ± S.D.): 33.2±1.5 (control) and 22.4±4.2 (Nipbl-deficient embryos), p<10^−8^. AP (Ave ± S.D.): 27.9±1.5 (control) and 17.7±2.2 (Nipbl-deficient embryos), p<10^−13^. (I-X) Morphology of developing pectoral fin buds in live embryos. Lateral views, anterior and dorsal to the left and top, respectively.

Alcian Blue staining at 5 dpf revealed that pectoral fin cartilages of the endoskeletal discs form in Nipbl-deficient larvae but are smaller (Figure 1F, G). Cell numbers in these discs were reduced by 37% and 33% along anterior-posterior (A-P) and proximo-distal (P-D) axes, respectively (Figure 1H), whereas cell size resembled controls (Figure 1F′, G′) and we found no change in cell death (Figure S4A, B), suggesting impaired growth of cartilage progenitors at earlier stages. In addition, the orderly arrangement and spacing of chondrocytes in the endoskeletal disc cells was noticeably disrupted in Nipbl-deficient fins (Figure 1F′, G′).

In zebrafish embryos, pectoral fin buds first appear at 30 hpf as shallow domes along the A-P axis, and grow and begin to fold posteriorly by 42 hpf. In Nipbl-deficient embryos, pectoral fin buds also initiate at 30 hpf but grow more slowly than controls (Figure 1I–R). TUNEL assays (Figure S4C–E) showed no increase in cell death in Nipbl-deficient fin buds (Figure S4A–E). In contrast, numbers of BrdU+ cells decreased significantly in the mesenchyme of Nipbl-deficient pectoral fin buds (Figure S4F–I). These data suggest that endoskeletal disc size reduction in Nipbl-deficient limb buds reflects cumulative effects of slower rates of cell division.

Since Nipbl is required for embryonic growth in both fish and mice [3], [11], we stage-matched embryos using an independent criterion – i.e. the A-P position of the migrating posterior lateral line (pLL) primordium labeled by in situ hybridization (ISH) for *fgf10a*; Figure S5A, red arrows). In controls, pLL primordia lie just posterior to the pectoral fin buds at 22 hpf, and continue to migrate posteriorly. Based on this staging criterion the developmental delay in Nipbl-deficient embryos (summarized in Figure S5B) cannot account for the severe limb reductions in Nipbl-deficient larvae (Figure 1S–X).

### Nipbls are required for *fgf* expression in the AER but not in fin bud mesenchyme

Early limb development is highly conserved from fish to mammals [38]–[40]. Each fin/limb bud possesses an apical ectodermal ridge (AER) and zone of polarizing activity (ZPA) [40], [41], which play important roles in growth and patterning [42]–[44]. The AER, a thickened epithelium that rims the distal ends of the buds, is the source of Fgf signals required for P-D limb outgrowth [45]–[48]. The zebrafish AER expresses 4 *fgf* genes: *fgf4*, *fgf8a*, *fgf16* and *fgf24* [49], [50]. Of these, expression of *fgf4*, *fgf8a* and *fgf16* was dramatically reduced in pectoral fin buds of Nipbl-deficient embryos (Figure 2A–C), which was rescued by over-expression of full-length *nipbla* mRNA (Figure S6). This was not simply due to loss of AER cells since *fgf24* expression was not downregulated in the Nipbl-deficient AER (Figure 2D).

**Figure 2:**
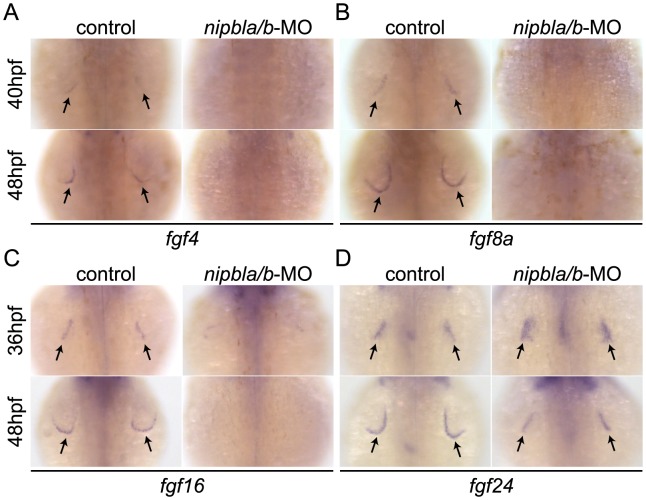
Reduced expression of *fgf*s in the AER of Nipbl-deficient embryos. Expression of *fgf4* (A), *fgf8a* (B), *fgf16* (C) and *fgf24* (D) in the AER (arrows) at indicated stages in control and Nipbl-deficient embryos examined by ISH. Dorsal views, anterior to the top.

Limb bud development also requires expression of *fgf10a* and *fgf24* in the mesenchyme [49], [51], [52]. However, we found no differences in *fgf10a* expression between wild type and Nipbl-deficient limb buds between 22–48 hpf (Figure S7A), as well as no differences in expression of *tbx5a* and *fgf24*, which control the expression of *fgf10a* (Figure S7B–C).

### Nipbls are required for *shh* expression in the ZPA and its regulation in fin bud mesenchyme

The ZPA acts as an organizing center in the posterior limb/fin bud mesenchyme in part because it produces Shh [38], [40], [45], [50], [53]–[55]. Shh is required for limb A-P polarity, outgrowth and Fgf expression in the AER [55]. Zebrafish Shh (*shha*) and its receptor (and transcriptional target) *ptch2* are first expressed in the ZPA at 24 hpf and expression progressively increases until 36 hpf (Figure 3A–B) [56]. In Nipbl-deficient limb buds, *shha* and *ptch2* expression was reduced at these stages (Figure 3A, B). *shha* and *ptch2* expression levels were also reduced in the intestine (where Nipbl is also required for development [11]; Figure 3A, B, asterisks), but unaffected in the notochord and neural tube (Figure 3A, B and unpublished data), suggesting a tissue-specific requirement for Nipbl in the expression of Shh and its receptor.

**Figure 3:**
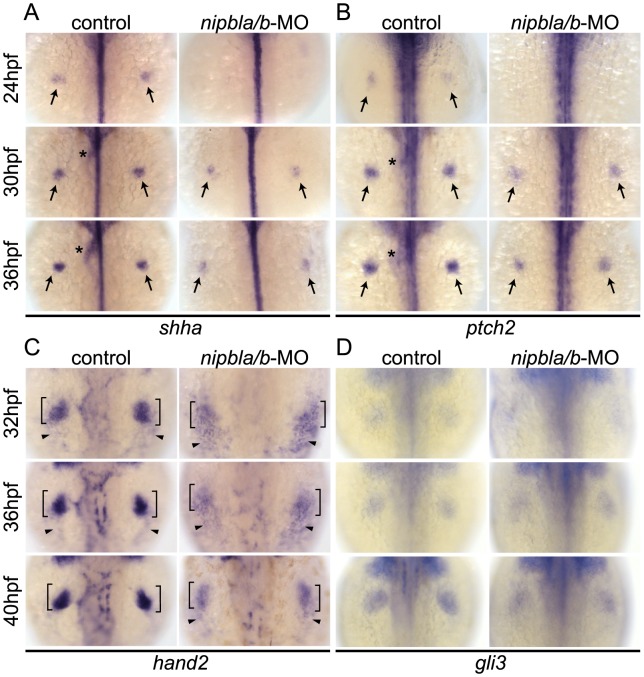
Reduction of genes involved in the *shh*-related gene regulatory cassette in developing pectoral fin mesenchyme of Nipbl-deficient embryos. Expression of fin mesenchymal genes at indicated stages in control and Nipbl-deficient embryos examined by ISH. Dorsal views, anterior to the top. (A, B) Expression of *shha* and *ptch2* in pectoral fin buds (arrows) was significantly reduced in Nipbl-deficient embryos, while midline, neural tube expression was unaffected. Expression in endoderm derived-tissues (asterisks) is also reduced. (C) Expression of *hand2* was also significantly reduced in stage-matched pectoral fin buds. *hand2* expression in the fin buds and posterior lateral plate mesoderm is marked by brackets and arrowheads, respectively. (D) *gli3* expression was not significantly affected in a stage-matched comparison.

Hand2 regulates *Shh* expression in fin/limb buds [56]–[58], and we found that *hand2* expression was also reduced in Nipbl-deficient fin buds (36 and 40 hpf) compared with stage-matched controls (32 and 36 hpf) (Figure 3C). In mouse limb buds, anterior expression of the transcriptional repressor, Gli3, restricts expression of *Hand2* posteriorly [59]. Zebrafish pectoral fin buds also express *gli3* [60] but its expression was not affected by reduction of Nipbl (Figure 3D).

Mammalian Hand2 acts together with the products of 5′-*Hoxd* genes [58] in the regulation of *Shh* expression. In pectoral fin buds of Nipbl-deficient embryos, we found that 5′-*hoxd* genes, including *hoxd9a-d13a* (Figure 4A), were significantly downregulated (Figure 4B). Importantly, fin bud expression of *hand2*, *hoxd10a*, *shha* and *ptch2* could all be partially rescued by exogenous *nipbla* mRNA (Figure S8).

**Figure 4:**
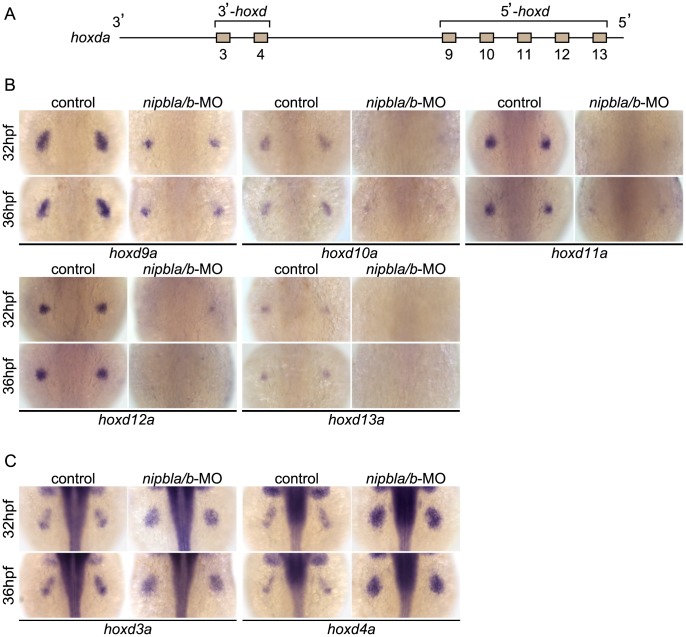
Nipbls are required for spatial patterns of *hoxd* expression in pectoral fin buds. (A) Diagram of zebrafish *hoxda* cluster. (B, C) Expression of 3′-*hoxd* genes including *hoxd3a* and *d4a* (B) and 5′-*hoxd* genes including *hoxd9a-d13a* (C) was examined by ISH at 32 and 36 hpf to show both time-matched and stage-matched (*nipbla/b*-MO at 36 hpf and control at 32 hpf) comparisons. Dorsal views, anterior to the top.

Retinoic acid (RA) produced in anterior somites also regulates *shha* expression in pectoral fin buds (12–22 hpf [42]–[44], [61]), as well as fin bud expression of *fgf10a*. However, we found no differences in expression of either the RA synthesizing enzyme *aldh1a2* or the RA degradation enzyme and target gene, *cyp26a1*, at 13 and 19 hpf in Nipbl-deficient embryos (Figure S9).

Together, these findings indicate that Nipbls regulate the *5′-hoxd/hand2/shha* signaling cascade, but do not affect the *tbx5a/fgf24/fgf10a* pathway that lies downstream of RA signaling, during vertebrate limb development.

### Nipbls regulate expression of *hox* genes according to their genomic location

*Hox* genes belong to 13 paralog groups organized in four (mammals) or seven (zebrafish) clusters; the *HoxA* and *D* clusters are crucial for limb/fin development [56], [62], [63]. The most 3′-located genes (3′-*Hox*), such as *Hoxd1*, are expressed earliest in mouse limb buds, whereas expression of 5′-located genes (*5′-Hox, d10-d13*) begins later [64], [65]. *5′-Hoxd* gene expression occurs first in proximal limb buds, where it is required for *Shh* expression in the ZPA to establish A-P patterning [55], [66], and is later restricted distally in limb buds, where it is required for proper digit formation [64], [65]. Expression of *hoxd* genes in zebrafish fin buds is reminiscent of that in proximal mouse limb buds but appears to lack the second wave of distal expression, consistent with the lack of digits in ray-finned fish [64].

Examination of expression of multiple *hox* genes from the *Hoxa* (*hoxab*), *Hoxc* (*hoxca*), *and Hoxd* (*hoxda*) clusters in the fin buds of Nipbl-deficient embryos revealed that changes in expression correlated strongly with positions of genes within clusters (Figures 4–5). Expression of five *hoxd* genes located at the 5′ ends of the *hoxda* cluster (*hoxd9a-d13a*) was severely reduced (Figure 4B), while expression of two *hoxd* genes located more 3′ in the cluster, *hoxd3a* and *hoxd4a*, expanded to encompass the entire bud (Figure 4C). Similarly, expression of 5′-genes in the *hoxab* cluster—such as *hoxa9b*, *a10b*, and *a13b*—was significantly reduced in Nipbl-deficient fin buds, while a 3′ gene, *hoxa2b*, was upregulated (Figure 5A, B). Likewise, expression of *hoxc8a* and *hoxc9a* was reduced in Nipbl-deficient fin buds while expression of *hoxc1a*, *hoxc4a*, and *hoxc6a* expanded posteriorly (Figure 5C, D). Thus, in all three *hox* clusters expressed in the pectoral fin buds, expression of genes near the 3′ end of the cluster expands, whereas expression of those closer to the 5′ end is reduced (Figure 5E). Interestingly, this position-specific regulation of *hox* gene expression is specific to pectoral fin buds, since *hox* expression patterns in the neural tube were unaffected in Nipbl-deficient embryos (Figure S10).

**Figure 5:**
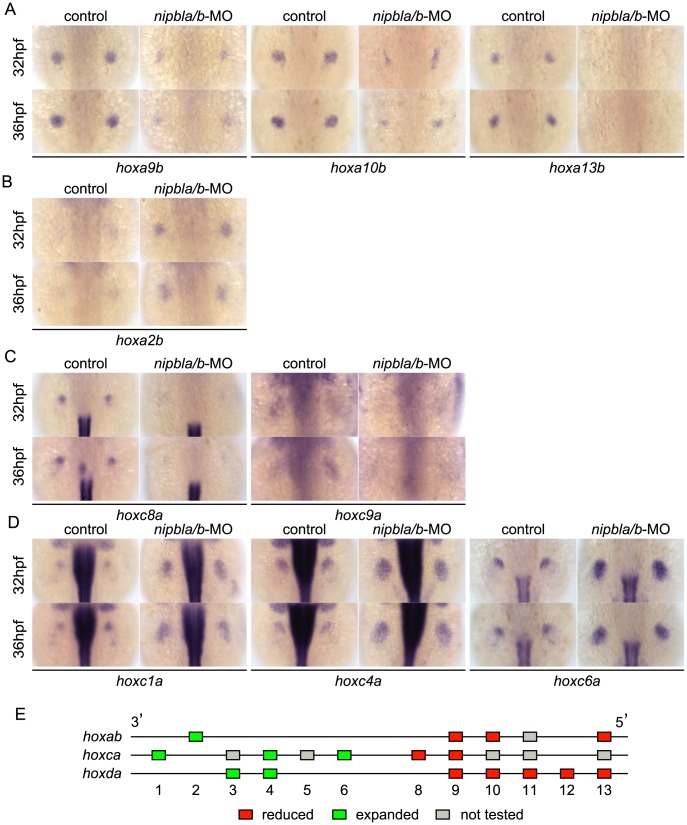
Nipbls regulate *hox* gene expression according to genomic location. (A–D) Expression of genes in *hoxab* (A,B) and *hoxca* (C,D) clusters was examined by ISH. (A) 5′-*hoxa*, (B) 3′-*hoxa*, (C) 5′-*hoxc*, and (D) 3′-*hoxc* genes. Dorsal views, anterior to the top. (E) Diagram summarizing effects of Nipbl reduction on *hox* genes. Genes located closer to 5′-ends show reduced expression (red boxes) whereas those closer to 3′-ends become expressed across entire fin buds (green boxes).

Shh signaling from the ZPA regulates expression of several *hox* genes along the A-P axis of limb buds, and reduced expression of 5′-*hoxa*/*hoxd* genes as well as posterior expansion of *hoxc6a* expression, similar to that described above, occurs in Shh-deficient zebrafish [55]. To test if the Shh reductions resulting from Nipbl deficiency might cause the defects in *hox* gene expression, we treated wild-type embryos with the Shh signaling inhibitor, cyclopamine (CyA). Although CyA treatment caused some developmental delay, (∼4–5 hr, based on the A-P positions of pLL primordia [compare Fig. S11A with Fig. S5A], and no more than 12 hr based on pectoral fin development), it strongly reduced expression of *ptch2* as well as *hoxa13b*, *hoxd10a* and *hoxd13a*, while expression of *hoxc4a* and *hoxc6a* expanded posteriorly (compared with stage-matched controls, Figure S11B). These effects of CyA treatment resembled those of Nipbl depletion, but others did not - e.g. *hoxd4a* expression was severely reduced, and *hoxc8a* expression expanded posteriorly in CyA-treated embryos (Figure S11B), in contrast to Nipbl-deficient embryos (Fig. 4C, 5C). Thus, loss of Shh signaling cannot explain all of the changes in *hox* gene expression in Nipbl-deficient embryos, suggesting that either Nipbls regulate the expression of *hox* genes directly, or they do so via regulators other than (or in addition to) Shh.

### Gene expression changes in limb buds of *Nipbl*-haploinsufficient mice mirror those in Nipbl-deficient fish

*Nipbl* ^+/−^ mutant mice fail to display obvious limb reductions, but do show some limb patterning and bone calcification defects [3]. Given the gene expression changes we found in pectoral fin buds of Nipbl-deficient fish, we decided to investigate if Nipbl-deficient mouse limb buds show some of the same changes. ISH for *Shh* in E10.5 limb buds of *Nipbl* ^+/−^ mice revealed a marked reduction in *Shh* expression in the ZPA, similar to Nipbl-deficient fin buds (compare Figure 3A and Figure 6). This was confirmed by both Q-RT-PCR and expression microarray analysis, using RNA extracted from E10.5 limb buds harvested from stage-matched *Nipbl^+/−^* (n = 12) and wildtype (n = 12) littermate embryos (Table 1; also see Methods). 

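Shh, the signal made by the zone of polarizing activity, was lower in Nipbl+/- than in wild type hindlimb buds. Its log2 intensity was 8.91 ± 0.18 (SD, n = 12) in wild type and 8.63 ± 0.15 (SD, n = 12) in Nipbl+/- embryos, a mutant to wild type ratio of 0.823 (log2 difference -0.28, standard error 0.066, adjusted p = 0.0326 from limma). Shh lay below the wild type mean in 12 of 12 mutant embryos, and its call was lost with a t-test on linear values (adjusted p = 0.0629, from 0.00179 to 0.0629 over the alternatives). Nipbl itself separated the genotypes without overlap, since its log2 intensity ran from 10.32 to 10.72 in wild type and from 9.54 to 9.97 in mutant embryos. B2m, the reference gene of the Q-RT-PCR, had a ratio of 0.964 (adjusted p = 0.813 from limma). RNA of both hindlimb buds of each embryo, at E10.5 and somite stages 35 to 38, was hybridised to its own Affymetrix Mouse Gene 1.0 ST array, an array with probes along the whole transcript. There were 12 wild type and 12 Nipbl+/- embryos, and the number of arrays limits the precision. The authors normalized the arrays with RMA, which corrects background, equalizes the distributions of the arrays and summarises each probe set on the log2 scale. Of 28159 probe sets, 21640 had 1 gene symbol, and the brightest probe set of each gene gave 19937 genes. Genotypes were compared with limma, with Benjamini-Hochberg adjustment and calls at an adjusted p under 0.05. The sexes were not balanced between the genotypes, with fewer females among mutant embryos. Xist, expressed from the inactive X chromosome of females, marks embryo sex. Its log2 intensity was 9.98 ± 3.17 (SD, n = 12) in wild type and 7.20 ± 3.01 (SD, n = 12) in mutant embryos (permutation test, two-sided, p = 0.0427). It lay above the wild type mean in 3 of 12 mutant embryos. Xist minus Y-linked genes differed by a log2 value of -4.71, mutant minus wild type (standard error 2.13, permutation p = 0.0389).

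**Figure D1:**
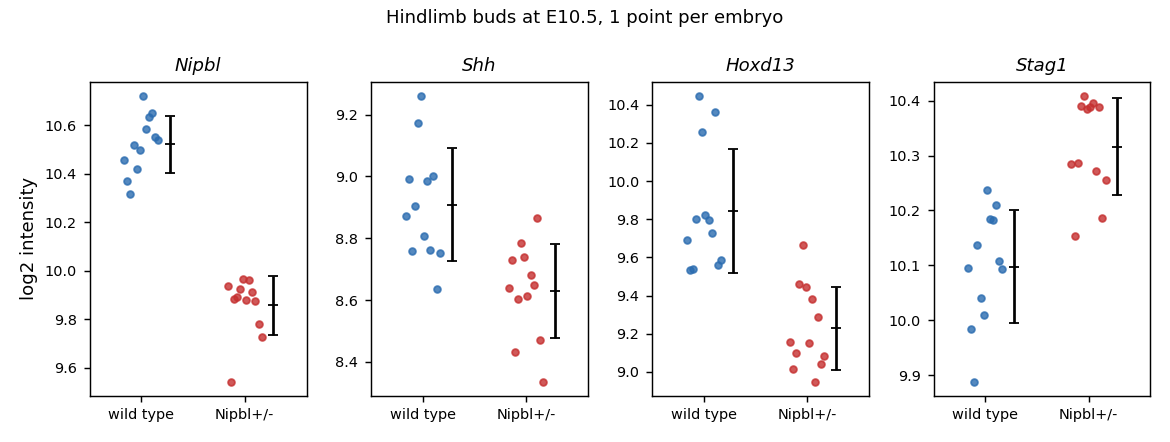
Log2 intensity of Nipbl, Shh, Hoxd13 and Stag1 in each of the 12 wild type (blue) and 12 Nipbl+/- (red) embryos, with the mean and SD of each genotype in black beside the points. Each panel has its own vertical axis, and for Nipbl the highest mutant embryo, at 9.97, lies below the lowest wild type embryo, at 10.32.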

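Among the genes that fell most in Nipbl+/- hindlimb buds were Edil3, an extracellular matrix protein that binds integrins (ratio 0.622), the chemokines Cxcl14 (0.636) and Cxcl12 (0.729), the growth factor Tgfb2 (0.663), the collagen Col12a1 (0.703), the integrin Itga8 (0.721) and the transcription factor Osr1 (0.712). The genes that rose most included the steroid dehydrogenase Hsd3b6 (1.52), the cystine transporter Slc7a11 (1.44), the kinase Pdk1 (1.23), which inhibits pyruvate dehydrogenase, the monocarboxylate transporter Slc16a3 (1.22) and the chromatin remodeller Smarca5 (1.22). The log2 difference of Edil3 was -0.68 (standard error 0.092, adjusted p = 8.04e-05 from limma), and that of Slc7a11 was 0.53 (standard error 0.10, adjusted p = 0.00593 from limma). At an adjusted p under 0.05, 57 genes were higher and 105 were lower in the mutant. Of these 162 genes, 155 changed by less than 1.5-fold, which is 95.7% (exact binomial 95% interval 91.3% to 98.2%). The median ratio was 0.823 for the lower genes and 1.16 for the higher genes. The call of Hsd3b6 was lost, for example, with a covariate for embryo sex (adjusted p = 0.104 from limma, from 0.00173 to 0.104 over the alternatives). With that covariate 30 genes were higher and 95 lower, and with each array's median set to 0 37 were higher and 67 lower.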

Microarray analysis identified approximately 1000 genes as significantly over- or under-expressed in *Nipbl* ^+/−^ limb buds (Table 1 and data publically deposited) and, similar to tissues and cells of *Nipbl* ^+/−^ mice and individuals with CdLS, most gene expression changes were typically less than 1.5-fold [3], [4]. Nonetheless, statistically-significant changes in expression (mostly decreases) were observed for multiple genes in the Fgf, Bmp and Shh pathways, as well as numerous genes in the Wnt/planar cell polarity signaling pathway. In addition, multiple genes at the 5′ and 3′ ends of the Protocadherin B cluster were downregulated (not shown), while *Stag1* (which encodes a cohesin subunit) was upregulated; both of these changes are hallmarks of Nipbl deficiency in other tissues [3].

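Shh, Bmp2 and 5 Wnt ligands, receptors or modulators were lower in Nipbl+/- hindlimb buds. Of 23 Shh pathway genes, 0 were higher, 1 was lower and 22 did not pass the test (3 higher and 4 lower when adjusted over the list alone). Hhip, a Shh-binding antagonist that is itself a Shh target, had a ratio of 0.763 (log2 difference -0.39, standard error 0.11, adjusted p = 0.100 from limma), and the receptor Ptch1 a ratio of 0.898 (adjusted p = 0.141 from limma). Hhip passed with replicate number as a block (adjusted p = 0.0380 from limma) and with the first principal component of the residuals (0.0417). Over the alternatives its adjusted p ran from 0.0380 to 0.181. The first component is taken from what genotype leaves unexplained, so it removes spread and leaves the difference itself as it was. Of 37 Fgf pathway genes, 0 were higher and 0 lower over all genes by limma, against 0 higher and 9 lower at an unadjusted p under 0.05 (0 higher and 4 lower when adjusted over the list alone). The members with the smallest p were Fgf18 (ratio 0.828, adjusted p = 0.108 from limma), Ets2 (0.921), Spry2 (0.885) and Gpc1 (0.924), and Fgf8 of the apical ectodermal ridge had a log2 intensity of 9.38 ± 0.083 (SD, n = 12) in wild type and 9.38 ± 0.23 (SD, n = 12) in Nipbl+/- embryos. Of 39 Bmp pathway genes, 0 were higher, 1 was lower and 38 did not pass the test (1 higher and 4 lower when adjusted over the list alone). The lower one was Bmp2, with a ratio of 0.788 (log2 difference -0.34, standard error 0.078, adjusted p = 0.0268 from limma); this call was lost with array medians set to 0 and with a covariate for embryo sex (adjusted p = 0.0546 from limma, from 2.52e-04 to 0.0947 over the alternatives). Of 56 Wnt ligands, receptors and secreted modulators, 0 were higher, 5 were lower and 51 did not pass the test (1 higher and 10 lower when adjusted over the list alone). The lower ones were Cthrc1, which binds Wnt and Frizzled proteins (0.724), the secreted activator Rspo3 (0.740), the antagonist Dkk2 (0.817), the sulfatase Sulf1 (0.814) and the receptor Fzd8 (0.858). Among other settings, with array medians set to 0 the calls of Rspo3, Dkk2, Sulf1 and Fzd8 were lost (adjusted p = 0.0961, 0.0969, 0.108 and 0.0681 from limma), those of Rspo3, Dkk2 and Sulf1 also with a t-test on linear values (adjusted p = 0.116, 0.0671 and 0.0612), and that of Sulf1 with a covariate for embryo sex (0.0903). By camera with a preset correlation, the Fgf list (adjusted p = 0.00859) and the Wnt list (adjusted p = 6.35e-04) shifted down, and both calls were lost with an estimated correlation (adjusted p = 0.112 and 0.195). The Shh list (adjusted p = 0.201) and the Bmp list (adjusted p = 0.746) were not called by camera.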

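In the cluster of protocadherin beta genes, which encode cell adhesion molecules, genes at the 3′ end were lower in Nipbl+/- hindlimb buds, and Stag1 was higher. Of 22 genes, 0 were higher, 6 were lower and 16 did not pass the test (0 higher and 10 lower when adjusted over the list alone). The lower ones were Pcdhb16 (ratio 0.727), Pcdhb17 (0.732), Pcdhb18 (0.742), Pcdhb20 (0.874), Pcdhb21 (0.700) and Pcdhb22 (0.711). The call of Pcdhb18 was lost with a t-test on linear values (adjusted p = 0.0522) and that of Pcdhb20 with array medians set to 0 (adjusted p = 0.0594 from limma). Over Pcdhb16 to Pcdhb22 the mean log2 difference was -0.42 (standard error 0.064, permutation test, two-sided, p = 2.00e-05), with 12 of 12 mutant embryos below the wild type mean. At the other end, over Pcdhb1 to Pcdhb7, it was -0.10 (standard error 0.039, permutation p = 0.0134), and in between, over Pcdhb8 to Pcdhb15, -0.077 (standard error 0.029, permutation p = 0.0159). Pcdhb3 had the lowest ratio of the first 7 genes, 0.839 (adjusted p = 0.138 from limma). The mean over both ends minus that over the middle differed between the genotypes by a log2 value of -0.19 (standard error 0.047, permutation p = 7.00e-04). In tests of the parts 2 by 2, chosen after these values were seen, the 3′ end minus the middle gave -0.34 (standard error 0.065, permutation p = 5.00e-05), the 3′ end minus the 5′ end -0.32 (standard error 0.051, permutation p = 4.00e-05) and the 5′ end minus the middle -0.027 (standard error 0.039, permutation p = 0.494), so the contrast rests on the 3′ end. Mean intensities lay at percentiles 14.8 to 30.9 of all genes at the 5′ end, 0.928 to 35.3 in the middle and 9.68 to 27.7 at the 3′ end, and a small change may be missed in the dimmest genes. The cluster shifted down by camera (adjusted p = 5.73e-15, and 0.00906 with an estimated correlation). Stag1 was above the wild type mean in 12 of 12 mutant embryos, with a log2 intensity of 10.10 ± 0.10 (SD, n = 12) in wild type and 10.32 ± 0.089 (SD, n = 12) in Nipbl+/- embryos, a ratio of 1.16 (log2 difference 0.22, standard error 0.041, adjusted p = 0.00439 from limma). Of 22 cohesin genes and regulators, 1 was higher, 1 was lower and 20 did not pass the test, the lower one being Nipbl; Stag2 had a ratio of 1.08 (adjusted p = 0.689 from limma) and Smc3 one of 1.03 (adjusted p = 0.941 from limma).

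**Figure D2:**
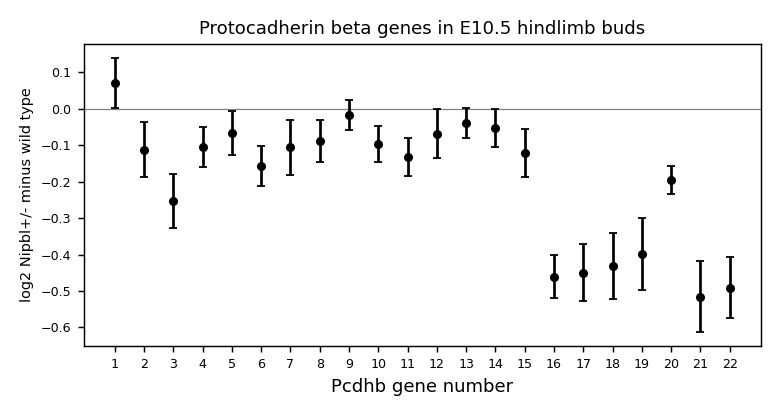
Log2 difference of each protocadherin beta gene, Nipbl+/- minus wild type, against its gene number, with the standard error from limma as bars (12 embryos per genotype). The values from Pcdhb16 to Pcdhb22 run from -0.52 to -0.19.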

**Figure 6:**
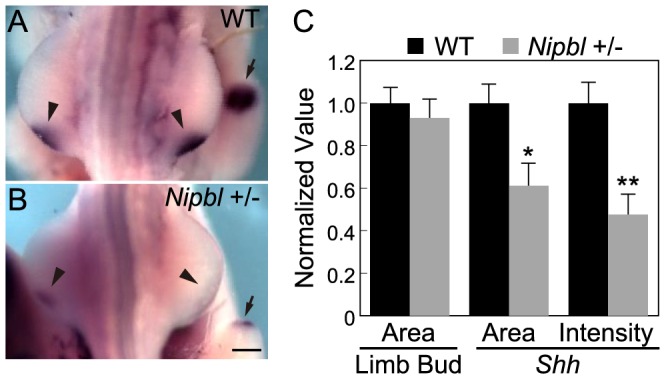
Reduced ZPA expression of *Shh* in *Nipbl* ^+/−^ mouse limb buds. (A–B) Whole mount ISH for *Shh* in the hindlimb buds of E10.5 wild type (A) and *Nipbl* ^+/−^ (B) mice. In these dorsal views, anterior to the top, the left and right ZPA are seen as localized patches of staining on the posteriolateral edge of each bud (arrowheads). The ZPA of the right forelimb bud is also visible in the background (arrows). Scale bar = 0.5 mm. (C) Quantification of ISH patterns from 5 wild type and 5 mutant embryos. Limb bud and ZPA size were estimated from image areas. Hybridization intensity was measured as mean pixel intensity in the ZPA multiplied by ZPA area. Data are normalized to wild type values. * = p<0.05, ** = p<0.01.

**Table 1:** Gene expression changes in *Nipbl^+/−^* mouse limb buds.

	Expression by microarray		Expression by Q-RT-PCR			Expression by microarray		Expression by Q-RT-PCR	
Gene	FDR	mut/wt	mut/wt	Notes	Gene	FDR	mut/wt	mut/wt	Notes
**Shh pathway**									
*Shh*	1.0%	0.82	0.48 (p<0.01)		*Hmgb2*	8.6%	0.71		i
*Gli3*	9.5%	1.09			*Pbx2*	18.3%	1.03		ii
*Hhip*	2.4%	0.76			*Disp1*	1.0%	1.08		
*Hand2*	2.4%	0.92	0.85 (p = 0.09)	iii ^, ^ iv	*Ptch1*	1.0%	0.90	0.82 (p = 0.03)	
**FGF signaling**									
*Fgf15*	20.2%	0.91			*Ets1*	3.0%	0.93		v
*Fgf18*	1.8%	0.83		vi	*Ets2*	1.0%	0.92		
*Fgf9*	18.8%	0.88		vii	*Spred2*	1.0%	1.16		
*Spry2*	4.1%	0.89			*Gpc1*	2.4%	0.92		
**Hox Gene Expression and Function**									
*Hoxa13*	22.1%	0.73	0.46 (p = 0.03)		*Hoxd12*	1.0%	0.74	0.53 (p<0.01)	
*Hoxc9*	7.5%	0.89			*Hoxd13*	1.0%	0.65	0.51 (p<0.01)	
*Hoxc13*	2.4%	0.85	0.57 (p<0.01)		*Enpp2*	1.0%	0.75		viii
*Hoxd10*	1.0%	1.06	1.27 (p<0.01)		*Epha7*	1.0%	0.82		ix
*Hoxd11*	23.6%	0.93	0.75 (p = 0.04)		*Pbx1*	1.0%	1.12		x
**BMP signaling**									
*Bmp2*	1.0%	0.79		iv	*Bambi*	1.0%	0.89		
*Bmp4*	1.0%	0.90		iv	*Rgmb*	3.5%	0.90		
*Bmp7*	6.4%	1.10			*Msx2*	9.9%	1.10		
*Bmpr1a*	1.0%	1.10							
**Cohesin Function**									
*Nipbl*	1.0%	0.63	0.62 (p<0.01)		*Esco1*	22.3%	1.13		
*Stag1*	1.0%	1.16							
**Mediator Complex**									
*Med12l*	1.8%	1.11			*Med19*	1.0%	1.09		
*Med14*	4.1%	1.05							
**Wnt/Planar Cell Polarity Pathway**									
*Wnt11*	1.0%	0.87		xi	*Csnk2a1*	1.0%	1.09		
*Wnt8a*	9.9%	1.12		xii	*Csnk2a2*	7.5%	1.05		
*Fzd2*	2.4%	0.92			*Cthrc1*	1.0%	0.72		xiii
*Fzd8*	1.0%	0.86			*Gpc4*	1.0%	1.14		
*Dkk2*	1.0%	0.82			*Gpc6*	1.0%	1.16		
*Rspo2*	1.8%	0.84		xiv	*Daam1*	8.6%	0.91		
*Rspo3*	1.0%	0.74			*Daam2*	1.0%	0.75		
*Sfrp1*	4.6%	0.81		iv	*Nlk*	1.0%	1.15		
*Sulf1*	1.0%	0.81			*Ppap2b*	1.0%	0.85		
*Fat1*	1.0%	0.89			*Prickle1*	1.0%	0.91		
*Fat3*	1.0%	0.78			*Ror1*	2.4%	0.88		
*Fat4*	1.0%	0.65							

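Gpc6, Gpc4, Nlk, Csnk2a1 and Stag1 were higher in Nipbl+/- hindlimb buds among the genes of Table 1. Of its 60 genes measured, 5 were higher, 14 lower and 41 did not pass an adjusted p under 0.05 over all genes, while 17 were higher and 40 lower when adjusted over the list alone. The paper chose this list on these samples, so the count over the list alone is not independent evidence. The glypicans Gpc6 and Gpc4 had ratios of 1.16 and 1.14, and the kinase Csnk2a1 one of 1.09. The calls of Gpc4 and Csnk2a1 were lost, among other settings, with array medians set to 0 (adjusted p = 0.125 and 0.147 from limma) and a covariate for embryo sex (0.144 and 0.0523), that of Gpc4 also with a t-test on linear values (0.0518) and that of Csnk2a1 with the mean of its probe sets (0.273); over the alternatives the adjusted p ran from 0.00574 to 0.144 for Gpc4 and from 0.00261 to 0.273 for Csnk2a1. Among the Table 1 genes not past the test were Gli3 (ratio 1.09, adjusted p = 0.301 from limma), Bmp4 (0.903, adjusted p = 0.0557 from limma) and Wnt11 (0.866, adjusted p = 0.0810 from limma). Over the alternatives the adjusted p ran from 0.154 to 0.437 for Gli3, from 0.0167 to 0.197 for Bmp4 and from 0.00585 to 0.173 for Wnt11. Bmp4 passed, among other settings, with a trended and robust variance (0.0167) and a t-test on linear values (0.0314), and Wnt11 with array weights (0.00585).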

Relative gene expression levels in limb buds of stage-matched, E10.5 wildtype and *Nipbl^+/−^* mice were determined as described (see Materials and Methods), and in certain cases confirmed by Q-RT-PCR. Selected transcripts are shown.

i Involved in control of *Shh* expression in limb bud [101].

ii Also controls *Hox* gene expression in the limb bud [102].

iii Also controls *Hox* gene expression in the limb bud [69].

iv Direct target of Hoxd13 in limb buds [103].

v Directs the position of the *Shh* expression boundary delineating the experimentally defined ZPA [104].

vi Mesenchymal, involved in chondrocyte proliferation [105].

vii AER-*Fgf* [106].

viii Strongly activated by HOXA13 [67].

ix HOXA13 target in limb buds [68].

x Functions as a HOX cofactor during development; complexes with HOXA9; also controls *Hox* and *Shh* expression [102].

xi Non-canonical Wnt [107].

xii Canonical Wnt [108].

xiii Interacts with some Wnts and Frizzleds and supports Wnt-Fz-Ror2 complex formation, and at the same reduces Wnt-Fz-LRP complex formation, thus favoring non-canonical Wnt signaling [109].

xiv Wnt regulator; required for maintenance of AER and Shh signaling [110].

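Hoxd12 and Hoxd13, at the 5′ end of the HoxD cluster, were lower in Nipbl+/- hindlimb buds. Of 9 genes of paralog groups 11 to 13, 0 were higher, 2 were lower and 7 did not pass the test (0 higher and 4 lower when adjusted over the list alone). Of the list, 8 genes had a ratio under 1. The list shifted down by camera (adjusted p = 1.58e-05); this call was lost with an estimated correlation (adjusted p = 0.112), and fry, which asks whether the genes move one way on balance, gave an adjusted p of 0.0243. Hoxa11 had a ratio of 0.993 (adjusted p = 0.984 from limma) and Hoxc11 one of 1.03 (adjusted p = 0.935 from limma).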

Similar to Nipbl-deficient fin buds, *Nipbl^+/−^* limb buds displayed reductions in the expression of 5′-*Hox* genes (Table 1 and Figure S12). This was particularly obvious for genes at the extreme 5′ end of *Hox* clusters, such as *Hoxa13*, *Hoxc13*, *Hoxd12*, and *Hoxd13*, expression of which was reduced between 15% and 35% by microarray, although Q-RT-PCR measurements (Table 1) and ISH (Figure S12) suggested that the true decrease is probably closer to 50%. Also downregulated were *Enpp2* and *Epha7*, which are known targets of 5′-*Hox* genes (Table 1 and [67], [68]). 

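Hoxd13 had a log2 intensity of 9.84 ± 0.33 (SD, n = 12) in wild type and 9.23 ± 0.22 (SD, n = 12) in Nipbl+/- embryos, a ratio of 0.653 (log2 difference -0.61, standard error 0.10, adjusted p = 0.00163 from limma), and 12 of 12 mutant embryos lay below the wild type mean. For Hoxd12 the log2 intensity was 9.42 ± 0.28 (SD, n = 12) in wild type and 8.99 ± 0.26 (SD, n = 12) in Nipbl+/- embryos, a ratio of 0.744 (log2 difference -0.43, standard error 0.10, adjusted p = 0.0362 from limma), with 12 of 12 mutant embryos below the wild type mean. The call of Hoxd12 was lost with array medians set to 0 (adjusted p = 0.0619) and a t-test on linear values (adjusted p = 0.0762, from 4.16e-04 to 0.0762 over the alternatives). Hoxa13 had 9.22 ± 0.47 (SD, n = 12) in wild type and 8.76 ± 0.48 (SD, n = 12) in Nipbl+/- embryos, a ratio of 0.725 (log2 difference -0.46, standard error 0.17, adjusted p = 0.314 from limma, from 0.00313 to 0.419 over the alternatives). It passed with replicate number as a block (adjusted p = 0.00313 from limma). The paper calls the embryos stage-matched littermates, though what the number marks is not stated. Same-numbered embryos went together in Hoxa13 (r = 0.84, permutation p = 2.30e-04). The missing call without the block therefore does not show that Hoxa13 was unchanged. Hoxc13, whose mean lay at percentile 31.2 of all genes, had 6.50 ± 0.21 (SD, n = 12) in wild type and 6.26 ± 0.15 (SD, n = 12) in Nipbl+/- embryos, a ratio of 0.847 (log2 difference -0.24, standard error 0.071, adjusted p = 0.135 from limma). Of these 4 genes, 2 passed an adjusted p under 0.05 in the fit used here.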

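Epha7, which encodes an ephrin receptor, had a log2 intensity of 9.93 ± 0.18 (SD, n = 12) in wild type and 9.65 ± 0.23 (SD, n = 12) in Nipbl+/- embryos, a ratio of 0.823, with 11 of 12 mutant embryos below the wild type mean. The difference did not pass the threshold (log2 difference -0.28, standard error 0.078, adjusted p = 0.0998 from limma), but it did with a covariate for embryo sex (adjusted p = 0.0245 from limma, from 0.0207 to 0.225 over the alternatives).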

*Hand2*, which lies upstream of both *Shh* and *Hox* gene expression [58], [69], was also modestly downregulated (Table 1) similar to Nipbl-deficient fish fin buds (Figure 3C).

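Hand2, a transcription factor of the posterior limb bud, had a log2 intensity of 10.30 ± 0.077 (SD, n = 12) in wild type and 10.18 ± 0.10 (SD, n = 12) in Nipbl+/- embryos, a ratio of 0.919 that did not pass the threshold (log2 difference -0.12, standard error 0.040, adjusted p = 0.208 from limma). In 10 of 12 mutant embryos it was below the wild type mean. Of 13 genes of the posterior limb mesenchyme, 0 were higher, 5 were lower and 8 did not pass the test (0 higher and 7 lower when adjusted over the list alone), the lower ones being Shh, Bmp2, Hoxd12, Hoxd13 and Osr1. The list shifted down by camera (adjusted p = 1.52e-08), a call lost with an estimated correlation (adjusted p = 0.112).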

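The log2 intensity of Nipbl was 10.52 ± 0.12 (SD, n = 12) in wild type and 9.86 ± 0.12 (SD, n = 12) in Nipbl+/- embryos. Its ratio of 0.630 corresponds to a change of -37.0% (log2 difference -0.67, standard error 0.049, adjusted p = 2.42e-09 from limma).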

Overall, reductions in 5′-*Hox* gene expression in Nipbl-deficient mouse limb buds were not as large as those observed in Nipbl-deficient zebrafish, most likely reflecting the fact that Nipbl expression is more severely reduced in MO-injected fish embryos than in haploinsufficient mice (which, due to compensatory mechanisms, only show a 37% reduction in *Nipbl* transcript levels; cf. Table 1). Nonetheless, at least for the *HoxD* cluster, the downregulation of the most 5′- genes in *Nipbl^+/−^* mouse limbs was accompanied by upregulation of at least some genes lying more 3′ in the same cluster (Figure S12A–D).

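Within the HoxD cluster, the genes just 3′ of Hoxd11 had ratios above 1. Hoxd10 had a ratio of 1.06 (log2 difference 0.081, standard error 0.030, adjusted p = 0.312 from limma) and was above the wild type mean in 11 of 12 mutant embryos. Hoxd9 had a ratio of 1.04 (adjusted p = 0.813 from limma) and Hoxd8 one of 1.06 (adjusted p = 0.855 from limma). None of these 3 genes passed an adjusted p under 0.05 over all genes, and 1 gene, Hoxd10, was higher when adjusted over the list alone. Farther 3′, Hoxd4 (0.989), Hoxd3 (0.966) and Hoxd1 (0.987) did not pass the test either.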

### Med12 and Nipbl regulate spatial expression of *hox* gene expression and act together in pectoral fin development

Recent studies indicate that Nipbl and cohesin can co-localize at enhancer and promoter regions with the Mediator complex, suggesting that Nipbl participates with Mediator in linking distant transcriptional regulators to basal transcriptional machinery [17]. Interestingly, in zebrafish, a loss-of-function mutation in *med12*, which encodes a subunit of Mediator, disrupts pectoral fin development [37]. We injected embryos with varying amounts of *med12*-MO ([70]; up to 6 ng/embryo), and observed severe reductions in pectoral fins at 52–120 hpf (Figure 7A–E) that resembled Nipbl-deficient embryos. Moreover, Med12 depletion caused changes in gene expression in pectoral fin buds strikingly similar to those observed in Nipbl-deficient embryos (Figures 7F and S13), particularly changes in expression of *hox* genes. Notably, the same 3′ genes of the *hoxab*, *hoxca* and *hoxda* clusters were expanded posteriorly following knockdown of *med12*, while expression of the same 5′ genes was reduced (Figure 8A).

**Figure 7:**
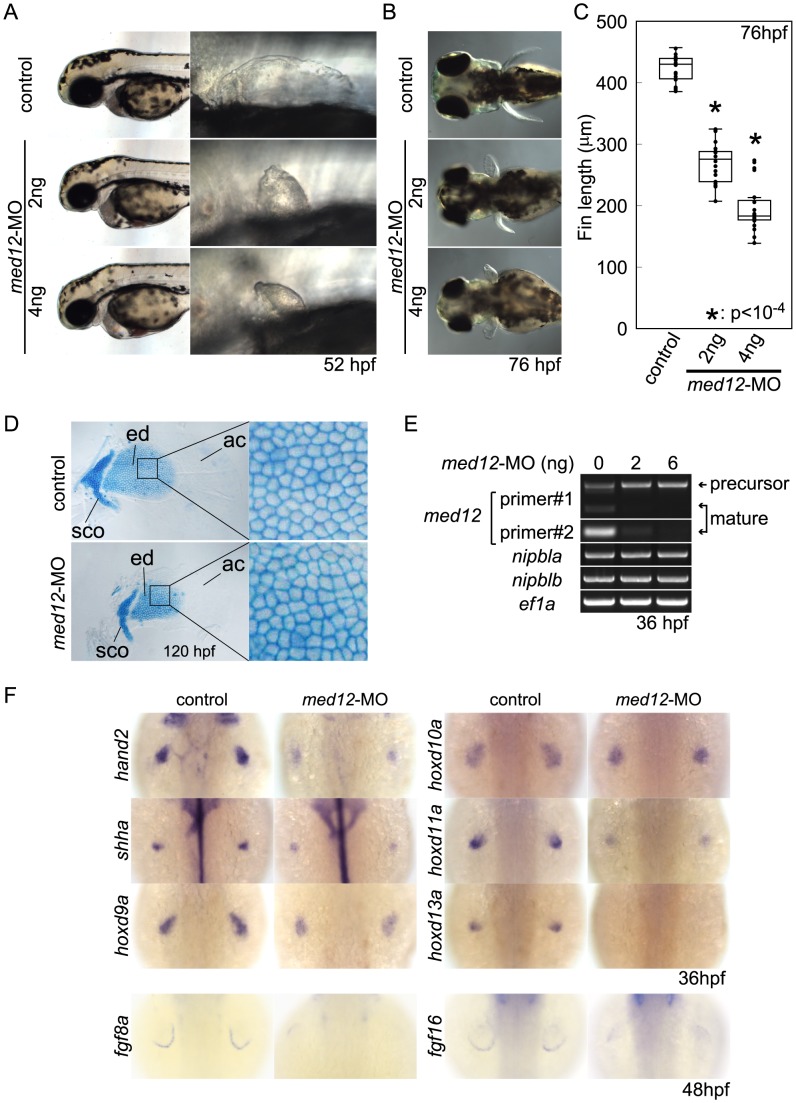
Med12 depletion disrupts pectoral fin morphology and gene expression similar to Nipbl depletion. (A, B) Morphology of live embryos at 52 hpf (A, lateral views) and 76 hpf (B, dorsal views). (A) Anterior halves of control and *med12*-MO-injected embryos (left column) and higher magnification pictures of their pectoral fin buds (right column). (B) Dorsal views of embryos at 76 hpf. (C) Whisker plots of fin length. Fin lengths (medians) are 430.0 µm, n = 18 (control), 275.6 µm, n = 20 (*med12*-MO, 2 ng), and 183.8 µm, n = 20 (*med12*-MO, 4 ng). *: p<10^−4^. (D) Alcian blue staining of pectoral fin cartilage of control (upper) and Med12-deficient (*med12*-MO, 4 ng; lower) embryos at 120 hpf. Dorsal view, anterior to the top. Right column, higher magnification pictures of boxed areas of endoskeletal discs. ac, actinotrichs; ed, endoskeletal disc; sco, scapulocoracoid. (E) Controls for *med12*-MO efficiency. RT-PCR, 36 hpf. Both pairs of *med12* primers (Primer #1 and #2) show that splicing of *med12* mRNA is significantly suppressed by *med12*-MO, with a slightly higher efficiency at 6 ng. Primer pair #1 detects both precursor and mature mRNA, whereas primer pair #2 only detects mature mRNA (see Materials and Methods). *nipbla* and *nipblb* expression was not affected by Med12 depletion. *ef1a* was used as a control. (F) Expression of genes involved in the 5′-*hox*/*hand2*/*shha* gene cassette and AER *fgf* genes in pectoral fin buds examined by ISH at 36 hpf. Dorsal views, anterior to the top. Similar to Nipbl-deficient embryos, *shha*, *hand2* and 5′-*hoxd* genes in mesenchyme as well as *fgf16* and *fgf8a* in the AER are reduced in Med12-deficient embryos (4 ng/embryo *med12*-MO).

**Figure 8:**
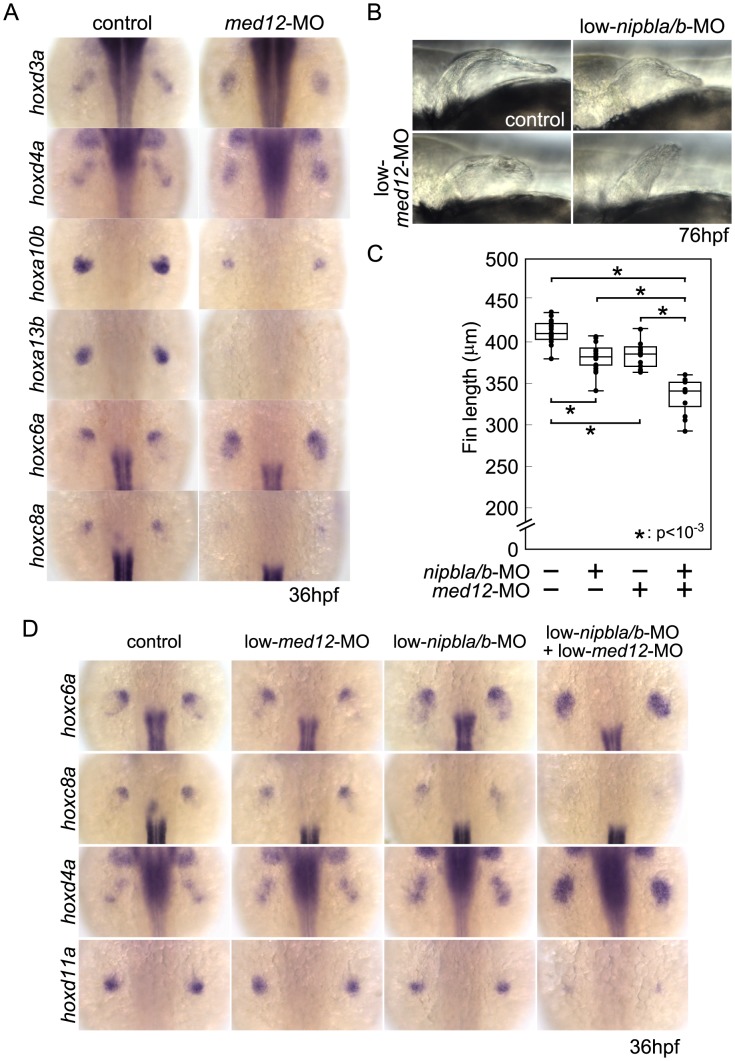
Functional interactions between Nipbl and Med12 in pectoral fin development. (A) *hox* gene expression in pectoral fin buds of Med12-deficient embryos examined by ISH at 36 hpf. Dorsal views with anterior to the top. (B) Lateral views of pectoral fins in living larvae at 76 hpf in controls or injected with 0.5 ng *med12*-MO alone (low-*med12*-MO). (C) Pectoral fin lengths in larvae injected with low-*med12*-MO alone or combined with low amounts of *nipbl*-MOs (0.05 ng *nipbla*-MO+0.75 ng of *nipblb*-MO; low-*nipbla/b*-MO). Medians: 410.1 µm, n = 16 (control), 382.2 µm, n = 24 (low-*nipbla/b*-MOs), 385.4 µm, n = 16 (low-*med12*-MO alone), and 341.4 µm, n = 16 (low-*med12*-MO+low-*nipbla/b*-MOs). Asterisks indicate statistical significance (p-values<0.001). (D) *hox* expression in larvae injected with low-*med12*-MO alone or combined with low *nipbla/b*-MO. Dorsal views, anterior to the top.

The possibility that these similarities reflect a transcriptional relationship between Nipbl and Med12—e.g. Nipbl positively regulates Med12 expression (or vice versa)—was ruled out by direct measurements of transcript levels in the fin buds of MO-injected embryos (Figures 7E and S14). This conclusion also agrees with the mouse microarray data, which show no decrease in expression of any Mediator subunit in *Nipbl* ^+/−^ limb buds. Indeed, some Mediator genes (*Med14*, *Med19*, and *Med12l*) exhibit modest increases in expression, suggesting, if anything, a negative role for Nipbl in Mediator expression (Table 1).

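No Mediator gene was called lower in Nipbl+/- hindlimb buds. Of 33 genes of the complex and its kinase module, 0 were higher and 0 lower over all genes by limma, against 4 higher and 0 lower at an unadjusted p under 0.05 (1 higher and 0 lower when adjusted over the list alone). The kinase module gene Med12 had a ratio of 0.967 (adjusted p = 0.796 from limma), Cdk8 one of 1.01 (adjusted p = 0.983 from limma) and Med13 one of 1.01 (adjusted p = 0.952 from limma). The lowest ratio of the list was that of Med31, 0.925 (adjusted p = 0.551 from limma).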

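Med19 had a log2 intensity of 10.61 ± 0.084 (SD, n = 12) in wild type and 10.74 ± 0.060 (SD, n = 12) in Nipbl+/- embryos, a ratio of 1.09 (log2 difference 0.13, standard error 0.035, adjusted p = 0.0770 from limma), and was above the wild type mean in 11 of 12 mutant embryos. Med12l had a ratio of 1.11 (log2 difference 0.15, standard error 0.047, adjusted p = 0.192 from limma), with 11 of 12 mutant embryos above the wild type mean. Med14 had a ratio of 1.05 (log2 difference 0.067, standard error 0.029, adjusted p = 0.449 from limma), with 12 of 12 above it. Med19 passed the threshold with a trended and robust variance (adjusted p = 0.0413 from limma, from 0.00398 to 0.257 over the alternatives).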

To test for a genetic interaction between Nipbl and Mediator, *nipbla/b*-MOs and *med12*-MO were co-injected at subthreshold doses, and assayed for changes in pectoral fin development and gene expression. Small amounts of *med12*-MO (0.5 ng/embryo; low-*med12*-MO) caused only slight reductions in pectoral fin size and 5′-*hoxa*/*hoxd* gene expression in fin buds (Figure 8B–D). However, when combined with low doses of *nipbla/b*-MOs (a combination of 0.05 ng/embryo of *nipbla*-MO and 0.75 ng/embryo of *nipblb*-MO; low-*nipbla/b*-MO), low-*med12*-MO caused reductions in 5′-*hox* gene expression and expansion of 3′-*hox* gene expression similar to those observed with higher doses of either *nipbla/b*- or *med12*-MOs alone (Figure 8D). These results suggest that Nipbl and Mediator interact functionally to regulate spatial patterning of *hox* gene expression in the developing limb.

Interestingly, depletion of the cohesin subunit Rad21 caused very different defects in pectoral fin development and gene expression than deficiencies for Nipbl or Med12. Rad21 depletion delayed development (by approximately 10 hrs, based on the A-P positions of pLL primordia; Figure S15), consistent with a previous report [71], but when compared with stage-matched controls all fin mesenchymal genes (including 3′-*hox* genes, *hoxc6a* and *hoxd4a*) were downregulated (Figure S16). Reductions in *hox* gene expression became more severe at later stages, although, interestingly, only in fin buds, and not in the neural tube (Figure S16).

### Nipbl and Med12 regulate chromatin conformation around the *hoxda* cluster

Spatial- and temporal patterns of *Hox* gene expression are achieved through regulation of chromatin organization around *Hox* clusters. In mouse limb buds, for example, remote enhancers located in flanking “gene deserts” found at the telomeric (3′) and centromeric (5′) sides of the clusters regulate the proximal versus distal expression of *5′-Hox* genes [15], [72] ; these enhancers are distinct from cis-regulatory elements within the clusters that regulate co-linear expression along the body axis [73], [74]. Although these remote enhancers have been most extensively studied in mammals, some are clearly conserved and functional in teleosts [75]–[77]. For example, of two distinct regions in the gene desert telomeric to the mouse *HoxD* cluster recently shown to have proximal limb-specific enhancer activity [72], we located sequences homologous to one, CNS65, about 200 kb telomeric to the *hoxda* cluster in the zebrafish genome (Figure 9A).

**Figure 9:**
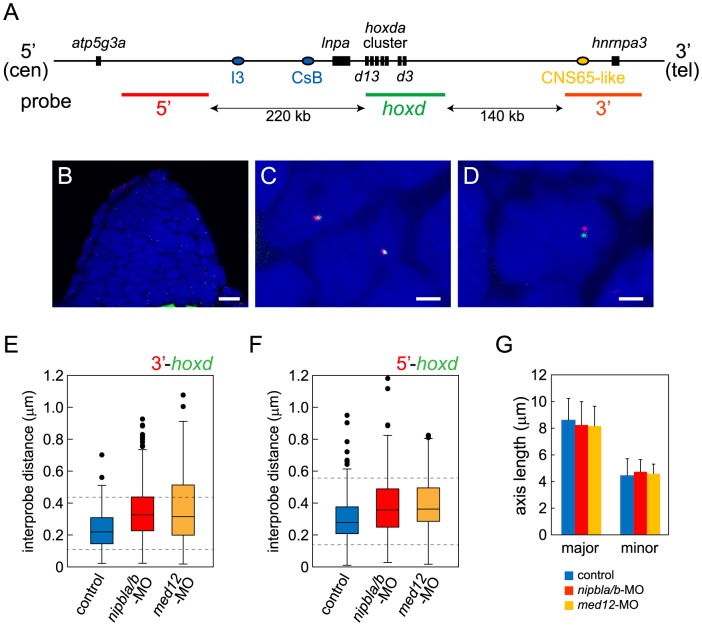
Nipbls and Med12 play roles in regulation of higher-order chromosome conformation at the Hoxd locus in pectoral fin buds. (A) Diagram of the genomic organization at the zebrafish *hoxda* locus. Genes in the *hoxda* cluster and flanking genes are shown as black boxes. Putative regulatory elements conserved between zebrafish and mouse and probes used for FISH are shown as colored ovals and lines, respectively. (B–D) Typical images of FISH. (B) Low magnification picture of a sagittal section of pectoral fin bud. Scale bar = 10 µm. (C,D) Higher magnification images of nuclei with colocalized (C) and separate signals (D). Hybridized probes are detected as green and red fluorescent dots in DAPI-stained nucleus. Scale bar = 2 µm. (E,F) Whisker plots of interprobe distances between *hoxd* and 3′ probes (E) or *hoxd* and 5′ probes (F) at 38 hpf. Medians, numbers of nuclei and embryos, and p-values calculated by the non-parametric Mann-Whitney U-test are shown in Table 2. Dotted lines indicate thresholds for separated (upper) and closed (lower) signals in Table 2. (G) Sizes of nuclei in pectoral fin buds (n = 30 each) were estimated at 38 hpf by measuring major and minor axes. Major axis (Ave ± S.D.): 8.58±1.63 µm (control), 8.22±1.76 µm (*nipbla/b*-MOs, p = 0.412), and 8.14±1.43 µm (*med12*-MO, p = 0.280). Minor axis (Ave ± S.D.): 4.41±1.28 µm (control), 4.70±0.92 µm (*nipbla/b*-MOs, p = 0.314), and 4.56±0.73 µm (*med12*-MO, p = 0.577). p-values were calculated by Student's t-test.

Such results suggest that, in both fish and mice, limb bud *hox* gene expression depends on long-range chromosomal interactions the formation of which may be regulated by Nipbl and Mediator [17]. We tested this hypothesis by looking for changes in chromatin architecture around the *hoxda* cluster following Nipbl or Mediator depletion, using probes for 3D-FISH with which we can measure physical distances between the *hoxda* cluster and distant flanking regions on both centromeric and telomeric sides (Figure 9). When 3D-FISH was performed on cryosections of 38 hpf pectoral fin buds, using a *hoxd* probe and a distant flanking probe (either 3′ or 5′), each nucleus typically contained one or two pairs of closely-spaced fluorescent spots (Figure 9B–D). The separation between spots varied among nuclei (Figure 9E, F), even within a single fin bud, consistent with the dynamic nature of chromatin interactions [78], [79]. However, when measured in large numbers (≥180 nuclei per condition) we observed a significant increase in inter-probe distances in both Nipbl-deficient and Med12-deficient fin buds, both when centromeric and telomeric flanking probes were used (Figure 9E, F, Table 2). Indeed, a significant percentage of Nipbl- and Med12-deficient nuclei showed inter-probe distances more than double those of controls, and the number of nuclei with probes in close proximity was significantly reduced (Table 2). These effects were not due to changes in nuclear size (Figure 9G). Overall, the results strongly suggest that Nipbl and Mediator regulate expression of *hoxd* genes in developing limbs by modulating the interaction of promoters with remote enhancers.

**Table 2:** Results from 3D-FISH around the zebrafish *hoxda* locus.

	median (µm)	nuclei (embryos)	p*	% of nuclei**	
				closed	separated
5′-*hoxd* (centromeric)					
pectoral fin buds					
control	0.278	240 (4)		9.58	5.00
*nipbla/b*-MO	0.357	240 (4)	4.8×10^−7^	6.25	15.9
*med12*-MO	0.362	180 (3)	7.9×10^−9^	5.56	17.2
hindbrain					
control	0.295	165 (4)		8.48	3.64
*nipbla/b*-MO	0.312	160 (4)	0.092	8.12	8.12
*med12*-MO	0.306	125 (3)	0.716	9.60	2.40
3′-*hoxd* (telomeric)					
pectoral fin buds					
control	0.220	240 (4)		9.58	1.67
*nipbla/b*-MO	0.328	420 (7)	5.5×10^−19^	4.76	25.0
*med12*-MO	0.317	180 (3)	2.2×10^−9^	6.11	28.3
hindbrain					
control	0.237	160 (4)		15.0	6.25
*nipbla/b*-MO	0.349	160 (4)	2.2×10^−11^	4.38	26.9
*med12*-MO	0.337	160 (4)	1.3×10^−8^	3.13	21.9

* Evaluated by the Mann-Whitney test.

** Proportions of nuclei exhibiting interprobe distances less than half of (closed) and longer than double (separated) the control medians.

We also used 3D-FISH to examine chromosome conformation at the *hoxda* cluster in cells of the hindbrain, where Nipbl deficiency does not alter *hox* gene expression (Fig. S10). Similar to pectoral fin buds, we observed close apposition between the *hox* cluster and its 3′- and 5′- flanking regions (Figure S17, Table 2), which agrees with data showing that long-range *HoxD* interactions in the mouse occur in both the limbs and the CNS [15], [77], [80]. Interestingly, while Nipbl- or Med12-depletion both increased the separation between the *hox* cluster and 3′ flanking sequences in the CNS (similar to the fin buds), they did not alter separation between the *hox* cluster and 5′ flanking sequences in the hindbrain. The potential significance of these results is discussed below.

## Discussion

### Multiple genes are dysregulated in fin/limb buds of Nipbl-deficient embryos

Limb reductions are among the most striking structural birth defects in CdLS [26], [28], [36]. Previous studies of both fish and mouse models of Nipbl deficiency, as well as of cell lines derived from human patients with CdLS, strongly suggest that such defects result from the collective and sometimes synergistic effects of numerous small changes in gene expression during development [3], [4], [11]. Distinct sets of gene expression changes have been found in every tissue studied thus far, providing insights into genetic pathways that underlie defects in different tissues and organs [3], [4], [11]. Until now, identifying gene expression changes underlying limb reductions in CdLS has not been possible, since limb reduction is one of the few structural defects in CdLS that is not obviously replicated in the *Nipbl*-haploinsufficient mouse model [3]. However, by combining studies of zebrafish and mice in the present study, we show that Nipbl levels are critical for limb development (Figure 1), and that Nipbl regulates expression of specific sets of genes in the embryonic limb, including many key developmental regulators that are conserved between fish and mice. Among these *Fgfs*, *Shh*, and 5′-*Hox* genes (Figures 2, 3, 5, and Table 1) are of particular note because of the central and conserved roles these genes play in early limb bud growth and patterning.

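At the wider adjusted p under 0.25, 242 genes were higher and 380 lower in Nipbl+/- hindlimb buds by limma, 622 in all, and 98.7% of them changed by less than 1.5-fold.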

In the E10.5 mouse embryo, where the larger size of the limb bud (compared with zebrafish) made genome-wide transcriptional profiling feasible, levels of more than 1000 transcripts were significantly altered (Table 1 and data publically deposited). Both the large number of affected genes and the relatively small sizes of the effects were similar to what has been observed in other tissues of *Nipbl* ^+/−^ mice and in cells from individuals with CdLS [3], [4]. It may be noteworthy that in the mouse limb a large number of Nipbl-sensitive genes are involved in Wnt/planar cell polarity signaling. 

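Fat4, Fat1 and Daam2 were lower and Nlk higher in Nipbl+/- hindlimb buds. Of 35 genes of planar cell polarity, 1 was higher, 3 were lower and 31 did not pass the test (1 higher and 9 lower when adjusted over the list alone). The lower ones were the atypical cadherins Fat4 (ratio 0.646) and Fat1 (0.886) and the formin Daam2 (0.751), and the higher one was the kinase Nlk (1.15). The log2 difference of Fat4 was -0.63 (standard error 0.12, adjusted p = 0.00485 from limma) and that of Daam2 was -0.41 (standard error 0.054, adjusted p = 6.64e-05 from limma). The call of Fat1 was lost with array medians set to 0 (adjusted p = 0.0764 from limma, from 0.00104 to 0.0764 over the alternatives). Fat3 (ratio 0.832) just missed the threshold (adjusted p = 0.0552 from limma, from 0.00346 to 0.190 over the alternatives). Among other settings, Fat3 passed with the mean of its probe sets (0.0152), a trended and robust variance (0.0396) and replicate number as a block (0.0376). The list shifted down by camera (adjusted p = 0.00862), a call lost with an estimated correlation (adjusted p = 0.429), while fry for change in either direction gave an adjusted p of 5.35e-10. Of 12 canonical Wnt targets, 0 were higher and 0 lower over all genes by limma, against 0 higher and 0 lower at an unadjusted p under 0.05.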

Although this finding was not further investigated here, it is possible that disruption of this pathway is related to the disorderly arrangement of endoskeletal cells that we consistently observe in developing, Nipbl-deficient fins (Figure 1F′, G′). It may also be noteworthy that, in Nipbl-deficient mouse limbs, several Mediator subunits are (slightly) upregulated (Table 1). 

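As a group, 20 of 33 Mediator genes had a ratio above 1 and 13 below it, with a mean log2 difference of 0.015. The list was not called by camera (adjusted p = 0.103, and 0.737 with an estimated correlation); with array weights it was called upward (adjusted p = 0.0444).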

As described below, upregulated Mediator function might potentially provide some compensation for Nipbl deficiency.

### Interactions between Nipbl and Mediator in gene regulation

Chromatin binding studies have shown that Nipbl co-localizes with cohesin and the Mediator complex at putative regulatory elements of actively transcribed genes, suggesting that Nipbl and Mediator act together to regulate gene expression [13], [17], [81]. Here we provide the first in vivo evidence in support of this hypothesis: 1) Med12- and Nipbl-deficient pectoral fin buds display similar size reductions and gene expression changes—particularly within *hox* gene clusters; 2) subthreshold doses of *nipbl*- and *med12*-MOs synergize to reduce limb size and disrupt gene expression; and 3) both *nipbl*- and *med12*-MOs cause similar changes in chromatin conformation at the *hoxda* locus.

These results support the view that Nipbl and Mediator play roles in the long-range coordination of gene expression. Moreover, the observed differential effects on expression of 3′- versus 5′-*hox* genes suggest an important role for Nipbl and mediator in transcriptional coordination at multi-gene loci, a result also supported by position-specific effects seen at the protocadherin beta locus in *Nipbl*-haploinsufficient mice [3], and by studies on the role of Nipbl in long-range control of the beta-globin locus [13].

Interestingly, instead of having position-specific effects, depletion of the cohesin subunit Rad21 led to downregulation of all 3′- and 5′-*hox* genes that we tested, suggesting that the gene regulatory effects of Nipbl/Mediator are not equivalent to those of cohesin. Indeed, although cohesin has been implicated in long-range chromatin interactions [82]–[84], and Rad21 co-localizes at promoters and enhancers with Nipbl and Mediator [17], this co-localization only occurs at a subset of cohesin binding sites. Moreover, recent work suggests that Nipbl, but not cohesin, co-localizes with certain transcription factors [85]. Such differences may explain the markedly different results that have been observed, in both cell lines and embryos, in the changes in gene expression and chromatin organization that occur in response to depletion of cohesin versus Nipbl [11], [85], [86].

### Direct versus indirect effects of Nipbl and Mediator in limb development

Previous studies have proposed that limb development is controlled by a positive feedback loop in which Shh from the ZPA and Fgfs from the AER maintain one another's expression [38], [40], [53]. Consistent with this, we found that expression of both *Shh* and *Fgf* genes were reduced in Nipbl-deficient limb and fin buds (Figures 2, 3 and Table 1). As *nipbla* and *nipblb* are expressed most highly in fin bud mesenchyme (Figure S1), it is possible that Nipbls regulate the expression of mesenchymal genes such as *shha* directly, whereas regulation of *fgf* expression in the AER may be indirect.

On the other hand, *hox* genes could be the major direct targets of Nipbl deficiency, with effects on *shha* expression being secondary. Both HoxD and Hand2 regulate *Shh* expression in early limb/fin buds [57], [58], [87], and Hox proteins also regulate *Hand2* expression [88]. In *Drosophila*, Nipped-B and cohesin bind to genes in the *bithorax* (*Hox*) complex (BX-C), specifically in cells that express BX-C genes [81]. More recently, it has been shown that human cohesin binds to the *HOXA* and *HOXB* clusters, and disruption of its function reduces expression of multiple *HOX* genes [83]. Our finding that three distinct *hox* clusters (A, C, and D) are all affected similarly in Nipbl- and Med12-deficient zebrafish suggests that Nipbl and Mediator play a common role in *hox* locus control. Results of 3D-FISH experiments at the *hoxda* cluster further suggest that Nipbl/Mediator-dependent regulation of long-range chromatin interactions is an important part of this role, as discussed below.

### Regulation of chromatin conformation by Nipbl and Mediator

The position-specific effects of depleting Nipbl or Med12 on *hox* gene expression in the zebrafish pectoral fin bud—with 5′-genes down-regulated and 3′ genes up-regulated—suggest a coupling of transcriptional regulation between the two ends of *hox* clusters. Our 3D-FISH results, which show that Nipbl and Med12 are required in fin buds for long-range interactions on both sides of the *hoxda* cluster, raise two possibilities for explaining the effects of depleting Nipbl and Med12 on *hox* gene transcription (Figure 10).

**Figure 10:**
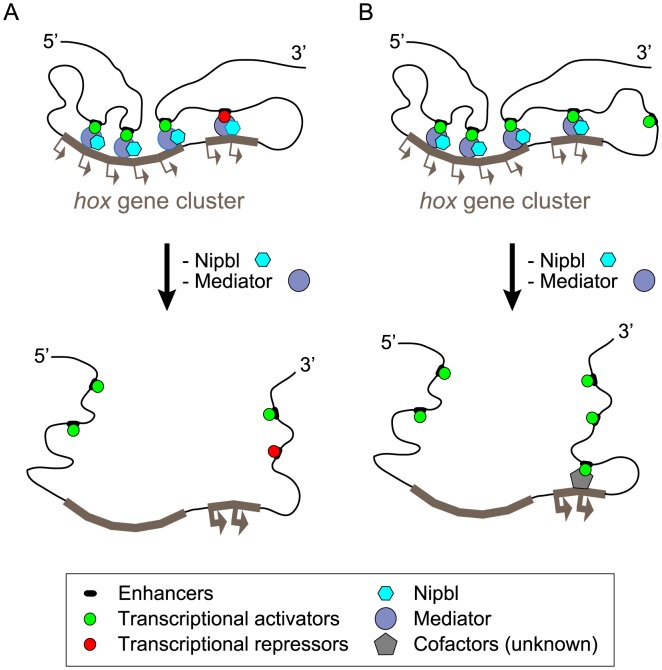
Model of *hox* gene regulation by Nipbls and mediator. Along topological domains, 3′- and 5′-*hox* genes tend to interact with limb-specific regulatory elements in telomeric and centromeric landscapes, respectively. These interactions are required to establish proper patterns of *hox* gene expression in limb/fin buds and depend on Nipbl/Mediator. The long-range enhancer-promoter interactions are disrupted in the absence of Nipbl and Med12, leading to dysregulation of *hox* genes. (A) Expanded expression of 3′ -*hox* genes might be allowed when released from putative remote repressors in Nipbl/Med12-deficient fin buds. (B) Alternatively, disruption of chromosomal conformation may lead to replacement of 3′ remote enhancers with (more closely located) putative ectopic enhancers that can activate 3′-*hox* genes strongly through long-range interactions.

According to one model, disruption of long-range chromosomal interactions leads to a loss of long-range activation at the 5′ ends and long-range repression at the 3′ ends of *hox* clusters (Figure 10A). Alternatively, disruption of chromosomal conformation may allow the 3′ remote enhancers to be replaced with other (probably more closely located) regulatory elements, leading to their ectopic activation (Figure 10B). These putative regulatory elements might be fish-specific since, the orthologous 3′-*Hox* genes are not upregulated in Nipbl-deficient mouse limb buds.

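Of 11 Hox genes of paralog groups 1 to 4 measured in mouse hindlimb buds, 0 were higher and 0 lower over all genes by limma, against 0 higher and 0 lower at an unadjusted p under 0.05 (0 higher and 0 lower when adjusted over the list alone). Their log2 differences ran from -0.083 to 0.14, the highest being that of Hoxb2 (ratio 1.10, adjusted p = 0.658 from limma). The mean log2 difference was 0.0043, the median -0.016, and the list was not called by camera (adjusted p = 0.851).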

On the other hand, direct comparisons between mice and fish could be misleading, due to the dynamics of *hox* gene expression. In both tetrapod and zebrafish limb buds, *hox* gene expression progresses through distinct stages, first being biased toward 3′ genes and later toward 5′ ones [64], as the balance of long-range interactions shifts from telomeric to centromeric [72], [77]. If E10.5 mouse hindlimb buds are not at exactly the same stage as the pectoral fin (forelimb) buds examined here, they may not possess the same potential to express 3′-*Hox* genes.

A third possibility is that some upregulation of *Hox* genes does take place in the *Nipbl*-deficient mouse limb, similar to fish, but the genes affected are not as close to the 3′-end of the cluster. For example, among *Hoxd* genes, we observed that significant up-regulation of *Hoxd10*, and possibly also *Hoxd8*, accompanies the down-regulation *Hoxd11*, *12* and *13* in *Nipbl* ^+/−^ limbs.

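Hoxd11 had a log2 intensity of 11.13 ± 0.10 (SD, n = 12) in wild type and 11.03 ± 0.12 (SD, n = 12) in Nipbl+/- embryos, a ratio of 0.929 that did not pass the threshold (log2 difference -0.11, standard error 0.046, adjusted p = 0.442 from limma), with 10 of 12 mutant embryos below the wild type mean.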

Interestingly, in the zebrafish hindbrain, the effects of depletion of Nipbl or Med12 on *hox* gene expression and chromosomal interactions differ from those observed in fin buds. 3D-FISH in wild-type hindbrain cells reveals chromosomal interactions of *hoxda* with both 3′- and 5′-territories—despite the fact that the hindbrain expresses only 3′-*hox* genes. Moreover, the expression of hindbrain *hox* genes is unaffected in Nipbl- or Med12-deficient embryos, even though long-range interactions on the 3′ side of the *hoxda* cluster are markedly diminished. These results suggest: 1) that hindbrain *hox* gene expression is not primarily controlled by long-range enhancers (at least not on the 3′ side), and 2) that long-range interactions of *hox* genes are not necessarily associated with active transcription (i.e. they may sometimes represent a poised, or latent state). Consistent with the latter idea, in mouse forebrain, where *Hox* genes are not expressed, the *Hoxd* locus still interacts with many of the same long-range elements as it does in limb bud cells [15]. Similar examples of long-range promoter-enhancer associations that do not necessarily correlate with gene expression have also been described for *Shh* in the mouse limb [14].

Whereas Nipbl and Med12 depletion inhibits both 3′- and 5′- chromosomal interactions of the *hoxda* cluster in the pectoral fin buds, in the hindbrain such depletion fails to affect 5′ interactions, suggesting a distinct underlying mechanism. In the trunk, the activation of *hox* gene expression is thought to reflect an anterior-to-posterior wave of chromatin decompaction, from 3′ to 5′, such that in anterior structures (such as the hindbrain) 5′-*hox* genes and adjacent sequences remain in a highly condensed state [89], associated with high levels of H3K27me3 modification [80]. One possible interpretation of our results is that Nipbl and Med12 play essential roles in long-range interactions, but are not required for the maintenance of the condensed state. The full explanation, however, is likely not this simple, in view of a recent study involving siRNA-treated cell lines and cells from CdLS patients, which shows that chromatin compaction at some loci is highly sensitive to reductions in Nipbl function [86]. Interestingly, the effects on compaction reported in that study were not reproduced by knockdown of the Smc3 cohesin subunit, underscoring the idea, discussed earlier, that the transcriptional function of Nipbl is distinct from that of cohesin.

### Understanding the variability of limb defects caused by Nipbl deficiency

Many of the mesenchymal genes (e.g. *shh*, *hand2*, 5′-*hox*) we find downregulated in Nipbl-deficient fin buds are essential for growth and patterning of mouse limbs. *Shh* ^−/−^ mice, for example, have limb truncations [90], [91], and *Hand2* is required for *Shh* expression in the ZPA [87]. Mice lacking certain genes within the *HoxA* or *HoxD* clusters have mild digit defects, while a simultaneous deletion of both *HoxA* and *HoxD* clusters causes dramatic forelimb truncations [62], [63]. Our finding that expression of *Shh* and multiple *Hox* genes is reduced in the limb buds of *Nipbl* ^+/−^ mutant mice indicates that these genes are common targets of Nipbl in the vertebrate limb, and the dysregulation of their expression is likely to be central to the etiology of limb defects in CdLS.

Nonetheless, *Nipbl*+/− mice display very mild limb abnormalities [3]. One likely explanation for this difference is that haploinsufficiency does not lower Nipbl levels as much as is achieved in MO-injected zebrafish embryos. Indeed, it has been observed that, due to unknown compensatory mechanisms, *Nipbl*+/− mice display only a 35–40% reduction in *Nipbl* transcripts (cf. [3], and Table 1), whereas *nipbl* MOs can lower *nipbla* and *nipblb* transcript levels to a much larger degree [11].

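The 95% confidence interval of the Nipbl ratio, mutant to wild type, ran from 0.588 to 0.676 by limma, and Nipbl was below the wild type mean in 12 of 12 mutant embryos.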

The idea that the strength of limb phenotypes is related to the degree of *nipbl* depletion is further supported by the observation, in zebrafish, that fin reductions are more severe when larger amounts of *nipbla*-MO are injected, or when both *nipbla* and *nipblb* are knocked-down, as opposed to either one alone (Figure S3). In light of this observation, it is noteworthy that only about a third of individuals with CdLS display limb abnormalities at the severe end of the spectrum [26]. A subset of this phenotypic variability likely relates to the strengths of different mutations on Nipbl protein expression (severe forelimb defects tend to correlate with nonsense or frame shift mutations [92], [93]). However, it likely also reflects inter-individual variability in the functions of genes that control Nipbl expression or, like components of the Mediator complex, work together with Nipbl in the control of gene expression.

## Materials and Methods

### Ethics statement

All animals were handled in strict accordance with good animal practice as defined by the relevant national and/or local animal welfare bodies, and all animal work was approved by the University of California, Irvine, Institutional Animal Care and Use Committee.

### Fish and mouse maintenance, embryo raising and staging

Zebrafish (AB strain) were maintained and staged as described [94], [95]. Embryos were stage-matched based on relative positions of posterior lateral line primordial along the A-P axis, detected by ISH with a *fgf10a* probe. Pectoral fin buds and the posterior end of the yolk sac extension were used as landmarks (Figure S5). *Nipbl^+/−^* (RRS strain) mice were housed, mated, and staged as described previously [3].

### Microinjection of morpholino antisense oligonucleotides (MOs) and mRNA

MOs were designed to block translation (Gene Tools, Inc.), prepared at 20 mg/ml and diluted in 1× Danieau buffer [58 mM NaCl, 0.7 mM KCl, 0.4 mM MgSO_4_, 0.6 mM Ca (NCO_3_)_2_, 5 mM HEPES (pH 7.6)] and stored at −20°C. MO sequences are shown elsewhere (all *nipbl*-MOs and *rad21*-MO [11], and *med12*-MO [70]).

Full-length cDNA of *nipbla* was prepared by fusing partial cDNA fragments amplified by RT-PCR in pCRII-TOPO, fused with SV40 polyA sequence derived from pCS2+ and subcloned into pBS-KS+ for in vitro mRNA synthesis. Full-length capped *nipbla* mRNA was synthesized using mMESSAGE mMACHINE (T3) kit (Ambion) in the presence of rGTP according to the manufacturer's instructions. Synthesized mRNA was electrophoretically separated and a full-length mRNA was gel-isolated using RECOCHIP (TAKARA). MOs and full-length *nipbla* mRNA were injected into embryos at the 1–4-cell stage. A combination of *nipbla*-MO and *nipblb*-MO were injected to generate Nipbl-deficient embryos, at 0.75 ng/embryo each or otherwise as indicated in figure legends.

### Whole mount in situ hybridization (ISH)

Whole mount ISH of zebrafish embryos was performed using digoxigenin (DIG)-labeled antisense RNA probes as previously indicated [11]. Whole mount ISH of E10.5 mouse embryos was performed according to published protocols [96]. The 642 bp mouse Shh probe has been previously described [97]. The *Hoxd12* and *Hoxd13* probes were a kind gift from Denis Duboule.

### Measurement of fin length

Pectoral fin lengths were measured using ImageJ from the proximal base to the distal tip in dorsal views (Whisker plots). The interquartile ranges (IQR) are shown as boxes, with the median as the horizontal lines within the boxes. The upper and lower whiskers are the highest and lowest data points within 1.5× the IQR from the top and bottom of the box, respectively. Individual data including outliers are shown as dots. p-values are calculated by the non-parametric Mann-Whitney U test with the Bonferroni adjustment.

### RNA preparation and RT-PCR

Total RNA was extracted from 20 whole zebrafish embryos for each sample, and subjected to cDNA synthesis using ProtoScript M-MuLV First Strand cDNA Synthesis Kit (New England BioLabs). mRNA levels were examined by RT-PCR using *ef1a* as a control. Primers used in RT-PCR are:

*med12*-primer #1, sense, 5′-GCTCTGGTCTGGCACTACTC-3′, antisense, 5′-CTGTTGTCTCCTGACACTTG-3′; *med12*-primer #1, sense, 5′-CTAAGCTGCATGCTACAGAGTAT-3′, antisense, 5′-CCTTTGCCCG AACCTGTTG-3′; *nipbla*, sense, 5′-GGCTACATGCAGTACAGCCA-3′, antisense, 5′-CATCGTACGGGGTTCCACTA-3′; *nipblb*, sense, 5′-CAGACCCAGAAGGAGAGCT-3′, antisense, 5′-CTTGGTCCGAGTCGTCGTAT-3′; *ef1a*, sense, 5′-TCAGCGCATACATCAAGAAGA-3′, antisense, 5′-CTGTGCAGACTTTGTGACCT-3′.

The *med12*-primer #1 was designed to detect both precursor (including an intron of about 600 bases) and mature mRNA, whereas *med12*-primer #2 was designed at junctions of exons to detect only mature mRNA [98].

For Q-RT-PCR of mouse tissue, total RNA was isolated from somite-staged mouse hindlimbs from E10.5 embryos (WT *n* = 6, mutant *n* = 7) using the RNeasy minikit (QIAGEN). cDNA was synthesized from RNA using the iScript Reverse Transcription Supermix for RT-qPCR (*BioRad*). cDNA was PCR amplified using the iQ SYBR green Supermix (*BioRad*) with a CFX96 Real-Time System (*Bio-Rad*). Expression changes were normalized to beta-2 microglobulin, and the expression of each gene was calculated using the 2^−ΔΔCt^ method. A Student's t test was used for statistical analysis.

Primers:

*B2m* atgggaagccgaacatactg cagtctcagtgggggtgaat

*Nipbl* agtccatatgccccacagag accggcaacaataggacttg

*Shh* ggaactcacccccaattaca tcatcacagagatggccaag

*Ptch1* gccacagcccctaacaaaaat acccacaatcaactcctcctg

*Hand2* ccgacaccaaactctccaag tcttgtcgttgctgctcact

*Hoxa13* ctggaacggccaaatgtact cctataggagctggcgtctg

*Hoxc4* ccagcaagcaacccatagtc ctcagagaggcacagcgagt

*Hoxc6* ccaggaccagaaagccagta ccgagttaggtagcggttga

*Hoxc13* taccagcactgggctctttc gaatttgctggctgcgtact

*Hoxd4* ccctgggaaccactgttct ctccctgggctgagactgt

*Hoxd8* gaggccgagctggtacaata ctagggtttggaagcgactg

*Hoxd9* gctgaaggaggaggagaagc gcgtctggtatttggtgtagg

*Hoxd10* ggagcccactaaagtctccc tttccttctcctgcacttcg

*Hoxd11* aaagagcggcggcacagt aaagaaaaactcgcgttcca

*Hoxd12* aaggcaccaagtatgactacgc atctgctgctttgtgtagggt

*Hoxd13* tggaacagccaggtgtactg tggtgtaaggcacccttttc

### Cyclopamine (CyA) treatment

CyA was prepared at 10 mM in ethanol and stored at −20°C. Zebrafish embryos were incubated in CyA at 50 µM in embryo medium starting at 8 hpf in the dark and fixed with 4% paraformaldehyde (PFA) at indicated stages for ISH.

### Proliferation and cell death

Cell proliferation was examined by bromodeoxy uridine (BrdU) incorporation assay as previously reported [98]. Incorporated BrdU was detected by staining with a rat monoclonal anti-BrdU antibody (Abcam, 1∶100) and an anti-rat Alexa488-conjugated secondary antibody (Invitrogen, 1∶200). Nuclei of acid-treated samples were stained with DAPI (0.5 µg/mL). Levels of proliferation were quantified by calculating a ratio of BrdU-positive cells to DAPI-stained total cells. P-values were determined by student *t*-test

Cell death was examined by the terminal deoxynucleotidyl transferase-mediated dUTP nick end labeling (TUNEL) assay and acridine orange staining. For TUNEL assays, embryos were fixed at indicated stages with 2% PFA for 2 hr at room temperature and then washed in PBS containing 0.1% Triton-X-100. The fixed embryos were dehydrated in a graded series of methanol, permeabilized in cold-acetone for 10 min at −20°C, and then treated with proteinase K (10 µg/ml for 10 min at room temperature). Fragmented genomic DNA in dying cells was detected by using In Situ Cell Death Detection Kit (Roche). Dying cells were also detected by staining whole live embryos with acridine orange (5 µg/mL) for 5 min.

### Microarray analysis

Total RNA was extracted from hindlimbs (left and right) from each of 12 *Nipbl^+/+^* and 12 *Nipbl^+/−^* mouse embryos (E10.5, somite stages 35–38) [3]. The RNA was further processed by the UCI Genomics High-Throughput Facility for microarray analysis using Affymetrix Mouse Gene 1.0 ST arrays. The 24 probe cell intensity files (.Cel) were pre-processed using the Expression File Creator program of GenePattern (Broad Institute) and statistical analysis was performed using the Comparative Markers Selection module. Raw data will be made freely available to the public through Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE60932; accession number GSE60932).

### Three dimensional-fluorescence in situ hybridization (3D-FISH)

Zebrafish embryos were fixed at indicated stages in 4% PFA and sagittal cryosections cut at a thickness of 20 µm. FISH was performed on sections as described elsewhere [99]. Briefly, sections were permeabilized in 0.5% Triton X-100 in PBS and then genomic DNA was unmasked by 9 cycles of incubation at 90°C using a microwave and cooling for 2 min in 10 mM sodium citrate buffer (pH 6.0). Sections were then permeabilized in acetone for 5 min at −20°C and incubated in 50% formamide in 1× SSC for at least 4 hours. Pretreated sections were loaded with probe solution prepared in hybridization buffer (50% formamide, 10% dextran sulfate in 1× SSC), covered with a cover slip, sealed with rubber cement and prehybridized for at least 2 hr at 37°C. Probes were heat-denatured by incubating the slides at 80°C for 5 min, and hybridized at 37°C for 2–3 days. After washing in 0.1× SSC at 60°C, nuclei were stained with DAPI (0.05 µg/mL) and slides were mounted for fluorescence microscopy.

Fluorescent probes for FISH were labeled with dUTP conjugated with Alexa 488 or Alexa 568 (Invitrogen) using a Nick Translation Mix (Roche) according to the manufacturer's instructions and purified as described elsewhere [100]. For labeling, 1 µg of BAC DNA purchased from the BACPAC resource center was used as a template, and 250 ng each of the labeled probes per slide were used for hybridization. Zebrafish BAC clones used for *hoxd*, 3′, and 5′ probes are CH73-86I10, CH73-267A7, and CH73-381A1, respectively.

### Image analysis

Slides were examined using an Olympus confocal microscope (FV1000) and multiple optical sections along the z-axis were taken in 0.1 µm intervals. Captured images were analyzed using ImageJ. Outlines, areas, and central coordinates along x, y and z axes were measured for each fluorescent signal using the Wand tool in Image J in combination with ROI manager, and spatial distances between two closely located and differently colored signals were calculated. 60 nuclei from pectoral fin buds and 40–45 nuclei from hindbrain were analyzed for each embryo, and 3–7 embryos were used for each condition/probe set tested. Normalized inter-probe distances were plotted in probability histograms showing the mean percentage (± SD) of total nuclei from each sample displaying a given separation between fluorescent dots. Statistical significance was determined by the Mann-Whitney U test.

## Supporting Information

Figure S1 Expression of *nipbla* and *nipblb* in developing pectoral fin buds. (A) Expression of *nipbla* and *nipblb* in pectoral fin buds examined by ISH. Dorsal views, anterior to the top. (B) Transverse sections of pectoral fin buds at 36 hpf showing *nipbla* and *nipblb* expression in fin mesenchyme (me) rather than apical ectoderm (ec). Expression is also detected in endoderm (en) and neural tube (nt) but not somites (so).
(EPS) Click here for additional data file.

Figure S2 Reduced pectoral fins in Nipbl-deficient embryos. Morphologies of live control (A, B, E, F) and Nipbl-deficient embryos (C, D, G, H) at 60 hpf (A–D) and 76 hpf (E–H). Dorsal (A, C, E, G) and lateral (B, D, F, H) views, anterior to the left. Pectoral fins are reduced in Nipbl-deficient embryos (arrows) and anterior ends of lower jaws are indicated (arrowheads).
(EPS) Click here for additional data file.

Figure S3 Nipbla and Nipblb act cooperatively in pectoral fin development. Morphologies of live control (A), Nipbl-deficient (B) and embryos injected with either *nipbla*-MO (C, D) or *nipblb*-MO (E, F) at indicated amounts. Dorsal views, anterior to the left. (G) Whisker plots of fin length (medians): 431.8 µm, n = 20 (control), 259.1 µm, n = 40 (*nipbla/b*-MO), 385.3 µm, n = 40 (*nipbla*-MO, 0.75 ng), 351.0 µm, n = 40 (*nipbla*-MO, 1.5 ng), 417.6 µm, n = 40 (*nipblb*-MO, 0.75 ng), and 399.7 µm, n = 20 (*nipblb*-MO, 1.5 ng). *: p<10^−6^.
(EPS) Click here for additional data file.

Figure S4 Small fin phenotypes could be caused by reduced proliferation rather than cell death of fin mesenchymal cells. (A, B) Cell death in pectoral fins of control (A) and Nipbl-deficient larvae (B) at 120 hpf was examined by TUNEL assay. (C–E) Cell death in pectoral fin buds of Nipbl-deficient at 40 hpf was examined by TUNEL assay in comparison with stage-matched (C, 36 hpf) and time-matched (D, 40 hpf) comparisons. TUNEL positive cells are shown in red. Lateral views with anterior to the left. (F–I) Proliferation of pectoral fin buds was examined by BrdU incorporation assay. Stage-matched (F, 36 hpf) and time-matched (G, 40 hpf) controls were compared with Nipbl-deficient embryos (H, 40 hpf). BrdU-positive cells (green) and DAPI stained cells (blue). Lateral views, anterior to the left. (I) Cell proliferation was quantitatively analyzed by determining proportions of BrdU-positive cells in fin mesenchymal cells stained with DAPI. Ave ± S.D.: 73.9±5.29% (n = 8, control at 36 hpf), 73.0±3.78% (n = 9, control at 40 hpf), 48.7±12.0% (n = 12, *nipbla/b*-MOs-injected embryos at 40 hpf). p-values compared with control at 36 hpf were determined by student *t*-test. *: p<0.001.
(EPS) Click here for additional data file.

Figure S5 Staging embryos by posterior lateral line primordium position. (A) Posterior lateral line (pLL) primordia (red arrows) detected by ISH for *fgf10a* at indicated stages move progressively posterior relative to pectoral fin buds (yellow arrows) from 22–48 hpf, indicating a 3–4 hour and 6 hour developmental delay in Nipbl-deficient embryos at 36 hpf and 48 hpf, respectively. Duplicated signals at the tail tips in some panels reflect dorsoventral bifurcation of the tail, rather than ectopic expression of *fgf10a*, which is a typical phenotype observed in Nipbl-deficient embryos [11]. Lateral views. (B) Summary of stage-match comparisons between control and Nipbl-deficient embryos.
(EPS) Click here for additional data file.

Figure S6 Rescue of AER-*fgf* gene expression in pectoral fin buds of Nipbl-deficient embryos by exogenous *nipbla* mRNA. Expression of the AER *fgf* genes, *fgf16* and *fgf8a*, in pectoral fin buds (arrows) of controls, embryos injected with *nipbla/b*-MOs, and those co-injected with *nipbla/b*-MO and 400 pg of *nipbla* mRNA was examined by ISH at 48 hpf. Dorsal views, anterior to the top.
(EPS) Click here for additional data file.

Figure S7 Expression of genes in the *fgf10a* signaling pathways is unaffected in Nipbl-deficient embryos. Expression of *fgf10a* (A; arrows), *tbx5a* (B) and *fgf24* (C) in control and Nipbl-deficient embryos was examined by ISH at indicated stages. *fgf10a*-expressing pLL primordia are marked by asterisks. Dorsal views, anterior to the top.
(EPS) Click here for additional data file.

Figure S8 Rescue of mesenchymal gene expression in pectoral fin buds of Nipbl-deficient embryos by exogenous *nipbla* mRNA. Expression of genes in the *shha*/*hand2*/5′-*hox* gene cassette at 36 hpf in pectoral fin buds of controls, embryos injected with *nipbla/b*-MOs, and those co-injected with *nipbla/b*-MO and 400 pg of *nipbla* mRNA was examined by ISH. Dorsal views, anterior to the top.
(EPS) Click here for additional data file.

Figure S9 Expression of genes in the RA signaling pathways is unaffected in Nipbl-deficient embryos. Expression of the RA synthesizing enzyme *aldh1a2* and the RA-degrading enzyme *cyp26a1*, a target of the RA signaling, at 13 (upper) and 19 (lower) hpf in Nipbl-deficient embryos. Anterior somites are indicated by brackets. Dorsal views, anterior to the top.
(EPS) Click here for additional data file.

Figure S10 Expression of *hox* genes along the anterior-posterior axis of the neural tube is unaffected in Nipbl-deficient embryos. *hox* gene expression at 36 hpf examined by ISH. Lateral views, anterior to the left. Pectoral fin buds are indicated by black arrows. Anterior and posterior limits of *hox* expression in the neural tube are indicated by red arrowheads.
(EPS) Click here for additional data file.

Figure S11 Gene expression in pectoral fin buds of CyA-treated embryos. (A) Effects of CyA treatment on development was examined by A-P positioning of pLL primordial expressing *fgf10a*. Lateral views with anterior to the left. Pectoral fin buds (yellow arrows) and pLL primordial (red arrows) are pointed. Expression of *fgf10a* in pLL primordial and pectoral fin buds is reduced by CyA treatment and becomes undetectable in pLL primordia by 36 hpf. (B) Expression of mesenchymal genes in pectoral fin buds was examined by ISH in possible stage-match comparisons. Dorsal views, anterior to the top.
(EPS) Click here for additional data file.

Figure S12 Analysis of expression of all mouse *Hox* genes in wildtype and *Nipbl* ^+/−^ hindlimb buds. (A–D) Expression values show hybridization intensity for probe sets representing all of genes in the four *Hox* clusters (although the relationship between hybridization intensity and transcript abundance is not necessarily the same for different probesets, intensity gives a rough sense of abundance). Data are graphed as mean ± SEM for the mutant (red) and wild type (blue) samples (see Experimental Procedures). Asterisks indicate genes also shown in Table 1, for which expression changes were observed with strong or moderate statistical significance (1%<FDR<7.5%; double asterisk) or weak statistical significance (FDR<25%; single asterisk); filled arrows show the directions in which expression changes were observed. Open arrows show directional changes that were also tested and confirmed by Q-RT-PCR (see Table 1), whereas “*n.c.*” marks genes that were tested by Q-RT-PCR and showed no detectable change in expression. The open arrow by *Hoxd8* is marked with a question mark because Q-RT-PCR showed a 27% elevation in expression in *Nipbl*+/− limb buds, but the result was not statistically significant (P = 0.14). The tight error bars on the microarray data for most transcripts, and the confirmation of all significant results by PCR, justify the ability to attach statistical significance even to these modest effect sizes. Overall, the data illustrate that expression changes in *Nipbl* ^+/−^ limb buds are biased toward the 5′ ends of the *Hox* clusters, and suggest that, as in zebrafish, effects occur at all of the expressed clusters (*HoxA*, *C* and *D*). 

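In none of the 4 Hox clusters did the slope of change along the cluster pass an adjusted p under 0.05 in the fit used here. Of 7 alternatives fixed beforehand, 2 called the slope of Hoxa and 5 that of Hoxd. Among these 7, setting array medians to 0 cannot change a slope within an embryo, so it tests nothing here. The mean of probe sets also left each slope as it was, as did genes above the median for Hoxa. Position within the clusters was tested by fitting, in each embryo, a line of the log2 difference from the wild type mean on the paralog group number, and comparing the slopes of 12 mutant and 12 wild type embryos with a two-sided permutation test adjusted over the 4 clusters. The difference of slopes, mutant minus wild type, was -0.025 (standard error 0.012, permutation p = 0.0532, adjusted p = 0.106) for Hoxa, -0.0067 (standard error 0.0038, permutation p = 0.0944, adjusted p = 0.126) for Hoxb and -0.011 (standard error 0.012, permutation p = 0.373, adjusted p = 0.373) for Hoxc. The Hoxa slope passed with replicate number as a block (adjusted p = 0.00391) and with a covariate for embryo sex (adjusted p = 0.0153). Over the alternatives its adjusted p ran from 0.00391 to 0.109. What the replicate number marks is not stated, though the paper calls the embryos stage-matched littermates. Same-numbered embryos went together over the 5′ Hox genes (mean r 0.29, permutation p = 0.0227). The missed threshold without the block therefore does not show that the Hoxa and Hoxd slopes are flat. With genes above the median intensity alone, the slopes of Hoxb and Hoxc were 0.00325 and 0.00325 (permutation test, adjusted p = 0.815 for each). That filter drops Hoxb13, Hoxc12 and Hoxc13, at percentiles 26.7, 27.7 and 31.2 of all genes. It therefore cannot test a change at the 5′ end of these 2 clusters. Hoxc9 had a ratio of 0.887 (adjusted p = 0.259 from limma) and Hoxc12 one of 0.914 (adjusted p = 0.748 from limma), while Hoxb13 had a ratio of 0.963. Of the 9 Hoxb genes measured, 7 had a ratio above 1 and 2 below it, with a mean log2 difference of 0.056. None of them passed the test over all genes by limma. The upward camera call of the Hoxb list (adjusted p = 0.0474) was lost with an estimated correlation (adjusted p = 0.443). The paper proposes that effects occur at all of the expressed clusters, as in zebrafish.

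**Figure D3:**
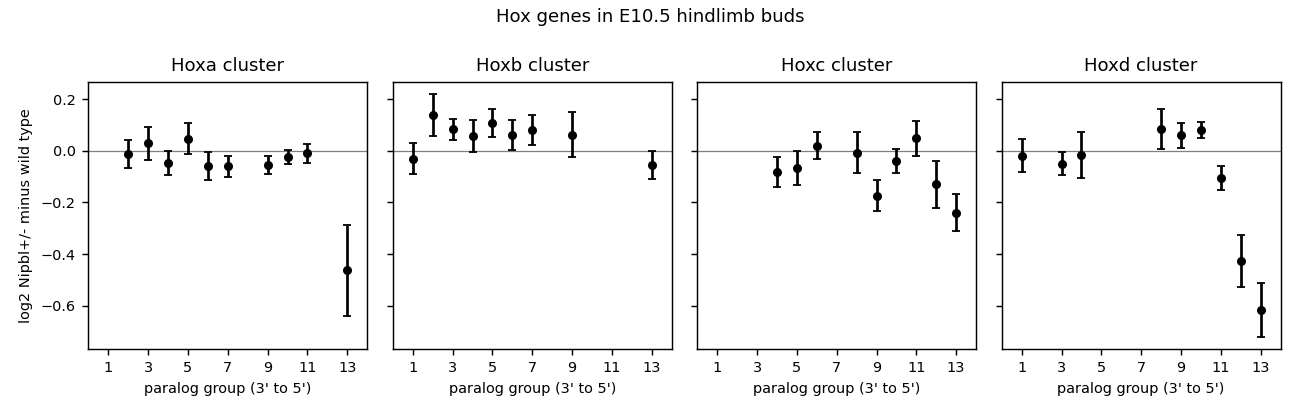
Log2 difference of each Hox gene, Nipbl+/- minus wild type, against its paralog group number, from 3′ (low) to 5′ (high), with the standard error from limma as bars (12 embryos per genotype). The lowest values lie at group 13 of Hoxd (-0.61) and Hoxa (-0.46).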

In the *HoxD* cluster, which exhibits the highest overall hybridization intensities, the largest fold decreases are seen at the extreme 5′ end (*Hoxd12*, *Hoxd13*), and give way, as one moves in the 3′ direction, to a weak decrease (*Hoxd11*) and then a statistically significant increase (*Hoxd10*, and possibly *Hoxd8*). Thus, even though these effects are much smaller in magnitude than in zebrafish (where *nipbl* knockdown is likely much greater than in *Nipbl* ^+/−^ mice), they appear to show similar positional trends. 

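For the HoxD cluster, the slope of the log2 difference on paralog group number differed by -0.031 per group, mutant minus wild type (standard error 0.012, permutation p = 0.0135, adjusted p = 0.0539 over the 4 clusters), with 9 of 12 mutant embryos below the wild type mean. With the rank of each gene in place of its group number the adjusted p was 0.0164, and with replicate number as a block 0.00391. Over the alternatives it ran from 0.00391 to 0.0539.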

(E–F) Whole mount in situ hybridization for *Hoxd12* (E) and *Hoxd13* (F) in E10.5 limb buds of *Nipbl^+/−^* and wildtype mice. For both *Hox* genes, expression is reduced significantly in both forelimbs and hindlimbs, consistent with the results of microarray analysis and Q-RT-PCR (panels A–D, and Table 1).
(EPS) Click here for additional data file.

Figure S13 Expression of genes in the *fgf10a* pathways is unaffected in Med12-deficient embryos. Expression of *fgf24* (30, 48 hpf) and *fgf10a* (36 hpf) in Med12-deficient embryos examined by ISH. Dorsal views, anterior to the top.
(EPS) Click here for additional data file.

Figure S14 Expression of *med12* in Nipbl-deficient embryos. Expression of *med12* in embryos injected with *nipbla/b*-MOs was examined by RT-PCR at 8 and 36 hpf. *ef1a* was used as a control.
(EPS) Click here for additional data file.

Figure S15 Developmental delay of Rad21-deficient embryos. Effects of Rad21-deficiency (*rad21*-MO at 2.5 ng/embryo) on embryonic development were examined by A-P positions of pLL primordia by ISH for *fgf10a*. Lateral views, anterior to the left. Pectoral fin buds (yellow arrows) and pLL primordial (red arrows) are pointed. Expression of *fgf10a* in pLL primordial and pectoral fin buds of Rad21-deficient embryos were detected at levels significantly lower than control and lost by 54 hpf.
(EPS) Click here for additional data file.

Figure S16 Expression of genes in pectoral fin buds of Rad21-deficient embryos. Effects of Rad21 reduction of expression of mesenchymal genes in pectoral fin buds were examined by ISH in possible stage-match comparisons. Dorsal views, anterior to the top.
(EPS) Click here for additional data file.

Figure S17 Chromosome conformation around the *hoxda* locus in hindbrain. (A, B) Effects of Nipbl- and Med12-reduction on a higher-order chromatin conformation in hindbrain was examined by 3D-FISH at 38 hpf. Interprobe distances between (A) *hoxd* and 3′ probes and (B) *hoxd* and 5′ probes shown by Whisker plots. Details of medians, numbers of nuclei and embryos, and p-values are shown in Table 2. Dotted lines indicate thresholds for separated (upper) and closed (lower) signals in Table 2.
(EPS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

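RNA from the hindlimb buds of 12 wild type and 12 Nipbl+/- mouse embryos at E10.5 was measured on Affymetrix Mouse Gene 1.0 ST arrays, 1 array per embryo. The authors pre-processed the array files with the Expression File Creator of GenePattern, and the submitters' processing notes name RMA, so the deposited values are log2 intensities that were background-corrected, quantile-normalized and summarised per probe set. The version of RMA is not given in the sources used here. Normalization between arrays brings their distributions close, so a change shared by most genes may not be seen. The distributions of the summarised values were not equal, with array medians from 7.24 to 7.39.

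The value table held 28159 probe sets. Of these, 21640 had 1 gene symbol, 1321 had several and were not named, and 5198 had none listed. By Entrez ID, 21553 of the probe sets with 1 symbol matched the RefSeq genes of GRCm38.p6, which were used for names and for which genes neighbour each other. For 954 genes with more than 1 probe set, the one with the highest mean was used, which left 19937 genes. Genes without such a probe set were not analysed here.

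Genotypes were compared on the log2 values with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, Nipbl+/- minus wild type, with Benjamini-Hochberg adjustment over all genes and calls at an adjusted p under 0.05. The methods name the Comparative Markers Selection module, and the paper's text names neither its statistic nor the threshold of its count of changed genes; Table 1 lists FDRs, and the legend of Figure S12 gives FDR levels for the genes it marks. Of 40 gene lists fixed before the data were examined, 38 with 3 or more measured genes were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry. Slopes over Hox clusters, the contrast of the Pcdhb cluster and correlations across embryos were tested with 100000 permutations. The genes named are those the paper names, all members of the Hox, Pcdhb, Mediator and cohesin lists, the 15 largest changes in each direction among called genes, and up to 4 members per direction of each other list with the smallest p; the values of Table 1 had been seen when this rule was written.

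The fit was tested on simulated data with 19937 genes and 12 against 12 embryos, where it recovered 46% at a log2 change of 0.2, 80% at a log2 change of 0.3, 98% at a log2 change of 0.45, 98% at a log2 change of 0.65, of 50 changed genes each, with 5 false calls in all. Arrays were checked for duplicates, and 0 were identical to another. Alternatives covered the choice of probe set, a filter on dim genes, the variance model, a t-test on linear values, array weights, replicate number, embryo sex, the first principal component of the residuals, the array median, the threshold, the scale of the fold and the position scale in Hox clusters. A covariate for the interquartile range of each array was added after seeing the data. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.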

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

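The tests on immediate early genes and with the array interquartile range were chosen only after the result was seen. Genes of hypoxia and glycolysis, which the paper does not discuss, were higher in Nipbl+/- hindlimb buds. Of 16 measured, 5 were higher, 0 were lower and 11 did not pass the test (8 higher and 0 lower when adjusted over the list alone), the higher ones being Pfkl (ratio 1.21), Aldoa (1.12), Pgk1 (1.14), Pdk1 and Bnip3 (1.23); Aldoa was named after its values were seen, and the call of Bnip3 was lost with the t-test on linear values (adjusted p = 0.0585) and the sex covariate (adjusted p = 0.115 from limma, from 0.00155 to 0.115 over the alternatives). The mean log2 difference of the list was 0.13 (standard error 0.024, permutation p = 4.00e-05), above the wild type mean in 12 of 12 mutant embryos, and camera called it upward with a preset (adjusted p = 6.91e-12) and an estimated correlation (adjusted p = 0.00906). Vegfa (0.995) and Slc2a3 (0.963) of the list did not pass the test.

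The tables argue against array quality and embryo sex as the whole cause: the mean log2 difference was 0.13 with the interquartile range of each array as a covariate and 0.13 with the sex covariate. Handling time before RNA extraction stays open. Immediate early and stress genes had a mean log2 difference of -0.029 (95% interval -0.068 to 0.0094), an interval that includes 0, and of 18 genes 0 were higher and 1, Jun, was lower (ratio 0.770, adjusted p = 0.00533 from limma), so handling and genotype cannot be told apart from these values. A difference in metabolism or growth between the genotypes is a hypothesis that was not tested.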

How the results depend on the processing

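The array interquartile range covariate and the correlations of single genes were chosen after seeing the data; the other alternatives were set before. Counts of genes higher and lower were 101 and 180 with array weights, 222 and 293 with the first residual component, 186 and 303 with the array interquartile range, 37 and 67 with array medians set to 0, 242 and 380 at an adjusted p under 0.25, and 24 and 60 under 0.01. With the sex covariate 30 were higher and 95 lower, against 57 and 105 without it. The share of lower calls was 76% with that covariate and 64.8% without it. Of the 162 calls, 101 were kept with array medians set to 0, 109 with the sex covariate and 162 with the interquartile range. The share of calls under 1.5-fold was 98.6% with the first residual component and 98.8% with the interquartile range. The first residual component is taken after genotype, so it leaves the differences as they were and removes spread. The median log2 difference of all genes was -0.00490 with and without it. Calls gained with it are therefore partly built in. The Hoxa slope passed the threshold with the sex covariate (-0.0354). The Hoxd slope passed it with genes above the median (-0.0418), the sex covariate (-0.0402), the first residual component (-0.0314), the rank in the cluster (-0.0616) and the interquartile range (-0.0324). With genes above the median the Hoxb and Hoxc slopes were 0.00325 and 0.00325 (permutation test, adjusted p = 0.815 for each). That filter drops Hoxb13, Hoxc12 and Hoxc13, so it cannot test the 5′ end of these clusters. Camera called 14 of 38 lists, 9 with genes above the median and 2 with an estimated correlation, where the adjusted p was 0.112 for 5′ Hox genes and for the Fgf list, 0.195 for the Wnt list and 0.429 for planar cell polarity. The Shh list was called with the sex covariate (adjusted p = 0.0359) and Mediator with array weights (0.0444). With the interquartile range taken out, 1 of 8 correlations passed, against 3. For these values the cause was not tested.

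With replicate number as a block (replicate block) the count was 48 higher and 121 lower, with 123 of the 162 calls kept, and the Hoxa slope (-0.0245) and the Hoxd slope (-0.0314) passed the threshold (adjusted p = 0.00391 for each), as did Hoxa13 (0.00313), while the calls of Gpc4 (0.0532), Csnk2a1 (0.0736), Dkk2 (0.0865) and Hsd3b6 (0.0813) were not made. Whether the numbers mark a litter or stage is not stated and stays open: over all genes same-numbered embryos correlated from -0.35 to 0.28, and 1 of 12 mutants correlated best with its own number, a hint from the data only, but same-numbered embryos went together in Hoxa13, at r = 0.84 (permutation p = 2.30e-04), Hoxd12, at 0.80 (permutation p = 5.70e-04), Hoxd13, at 0.77 (permutation p = 0.00445), Shh, at 0.75 (permutation p = 0.00170), and Fat4, at 0.69 (permutation p = 0.00550), though not in Nipbl, at 0.27 (permutation p = 0.202), or Stag1, at 0.36 (permutation p = 0.126), and the mean over all genes was -0.017 (permutation p = 0.555). Of the settings run on other results, chiefly single genes, 38 ended a call, 119 made one and 0 reversed one. Nipbl and the Pcdhb contrast kept their direction and side of the threshold under each alternative run on them. Variance models, the t-test, array weights and probe sets side by side were not run on slopes, and the Pcdhb contrast was not run on genes above the median. Of 100 splits of the embryos into 12 and 12, 1, the real one, called as many genes, and the highest of the others called 15 against 162, so chance can be excluded for this count. The signal over background of dim genes, such as Hoxc13, was not measured, so a missing call of a dim gene does not show that it did not change.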

Differences from the paper's values

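The paper gives approximately 1000 genes as over- or under-expressed without stating the threshold of that count, and 162 were called here at an adjusted p under 0.05. Its discussion gives more than 1000 transcripts, so whether genes or probe sets were counted stays open. The 1321 probe sets with several gene symbols and the 5198 with none listed are not in the counts here. None of the alternatives set before the data were examined came within 1.5 times of the paper's count on its own; the counts ran from 84 at an adjusted p under 0.01 to 622 under 0.25. Some pairs of changes, chosen after seeing the values, came within it. At an adjusted p under 0.25 the t-test on linear values called 765 genes, the filter on dim genes 843 and trended and robust variances 689. All probe sets side by side called 688, replicate number as a block 683, and array weights 1478. Other pairs at that threshold did not come within it. Array medians set to 0 called 303 genes, the sex covariate 574 and the mean of probe sets 608. The interquartile range covariate called 1968 and the first residual component 2218.

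For Hmgb2 the paper's ratio is 0.71, and the ratio here was 0.998, and 0.898 with the mean of its 4 probe sets. Its probe set with the lowest ratio, not the brightest one used here, had a ratio of 0.715. For Spred2 the paper's ratio is 1.16 and the ratio here was 1.04; its other probe set had a ratio of 1.16, and the mean of both gave a ratio of 1.10, which differs from the paper's by less than the spread between embryos. The ratio of arithmetic means did not close either gap.

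Of the 60 Table 1 genes measured, all 60 had the paper's direction, 57 had the paper's ratio within 0.015, and 42 passed an adjusted p under 0.25 here, the widest level in the legend of Figure S12. Beyond Hmgb2 and Spred2, the ratio outside that tolerance was that of Fat3, 0.78 in the paper and 0.832 here; another of its 15 probe sets had a ratio of 0.785. Of the 41 genes not past an adjusted p under 0.05, array weights called 9, the first residual component 15, replicate number as a block 5, trended and robust variances and the filter on dim genes 3 each, the t-test on linear values 2, and the sex covariate, the mean of probe sets and all probe sets side by side 1 each; the interquartile range covariate, chosen after seeing the values, called 17 and dropped none of the 162 calls made without it. The paper states that Hoxa13, Hoxc13, Hoxd11, Epha7 and Hand2 fell and that Hoxd10, Med14, Med19 and Med12l rose. Each had that direction here, but none passed an adjusted p under 0.05: Hoxa13 did with replicate number as a block, Hoxc13 with array weights, Epha7 with that block, the sex covariate and the first residual component, and Med19 with the filter on dim genes, trended and robust variances, the t-test, array weights and the first residual component. Epha7 and Med19 also passed with the interquartile range covariate, chosen after seeing the values. Hoxd10, Hoxd11, Hand2, Med14 and Med12l passed 0.05 with none of the alternatives. At an adjusted p under 0.25, Hoxc13 (0.135), Epha7 (0.0998), Hand2 (0.208), Med19 (0.0770) and Med12l (0.192) passed. Hoxa13, Hoxd10, Hoxd11 and Med14 did not. For Hoxa13, Hoxc13, Hoxd10 and Hoxd11 the paper also reports Q-RT-PCR changes in these directions, with p under 0.05 by its t-test. Those measurements were not re-analysed here. The paper also states that genes at both ends of the Protocadherin B cluster fell. At the 5′ end, 0 of 7 genes passed, and Pcdhb3 did with replicate number as a block, while 6 of 7 at the 3′ end passed.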

Other observations

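The tests on adjacent genes, on the overlap of genotypes in Sgce, Casd1 and Ppp1r9a and with the array interquartile range were chosen only after the result was seen. Extracellular matrix genes tended to have ratios under 1 in Nipbl+/- hindlimb buds: of 26 measured, 0 were higher, 1 was lower and 25 did not pass the test (0 higher and 9 lower when adjusted over the list alone), the lower one being the proteoglycan Vcan (ratio 0.811, adjusted p = 0.00163 from limma), and 22 had a ratio under 1. Camera called the list downward (adjusted p = 3.47e-09), a call lost with an estimated correlation (adjusted p = 0.0807). Of 15 macrophage markers, 0 were higher and 0 lower over all genes by limma, against 0 higher and 6 lower at an unadjusted p under 0.05, and all 15 had a ratio under 1, among them C1qb (0.848) and Csf1r (0.915), though none of the 15 passed the test; camera gave an adjusted p of 4.72e-06, and 0.0549 with an estimated correlation. Of 15 distal mesenchyme genes, 1 was higher, 3 were lower and 11 did not pass the test: the transcription factor Lhx9 rose (1.11), while Hoxd12, Hoxd13 and the Notch ligand Jag1 (0.782) fell, the call of Jag1 being lost with the t-test on linear values (adjusted p = 0.0593) and array medians set to 0 (0.0664).

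Of 24 cell cycle genes, 2 were higher, 0 were lower and 22 did not pass the test, the higher ones being the replication clamp Pcna (ratio 1.21, adjusted p = 7.72e-04 from limma) and the cyclin Ccne1 (1.10), whose call was lost with array medians set to 0 (adjusted p = 0.0726). By camera the cell cycle list shifted up (adjusted p = 0.00483), a call lost with an estimated correlation (adjusted p = 0.496). Of 17 retinoic acid genes, 0 were higher and 0 lower over all genes by limma, against 1 higher and 5 lower at an unadjusted p under 0.05, with Cyp26b1, which degrades retinoic acid, at a ratio of 0.789 (adjusted p = 0.0526 from limma). In all, 13 of the 17 had a ratio under 1 and 4 above it. The downward camera call of the retinoic acid list (adjusted p = 0.0346) was lost with an estimated correlation (adjusted p = 0.230). In the list of developmental timing, 0 of 8 genes were higher and 0 lower over all genes by limma. At an unadjusted p under 0.05, 1 was higher and 0 lower. Of the 8, 6 had a ratio above 1 and 2 below it, with a mean log2 difference of 0.059. The upward shift was not called by camera (adjusted p = 0.0556, and 0.248 with an estimated correlation). The somite stage of each embryo is not given, so a difference in stage between the genotypes was not tested. Of the markers of muscle precursors, endothelium, erythroid cells and cartilage, 0 were higher and 0 lower by limma, against 1, 2, 1 and 1 genes at an unadjusted p under 0.05. Of 14 markers of surface epithelium, 0 were higher, 1 was lower and 13 did not pass the test, the lower one being the keratin Krt5 (ratio 0.806, adjusted p = 0.00171 from limma). Of 12 markers of nerve and Schwann cells, 1 was higher, 0 were lower and 11 did not pass the test, the higher one being the receptor Erbb3 (ratio 1.19, adjusted p = 0.0499 from limma), a call lost with the t-test on linear values, the sex covariate and array medians set to 0 (from 0.00478 to 0.169 over the alternatives). Of 14 markers of somite and trunk, 0 were higher and 0 lower over all genes by limma, against 0 higher and 2 lower at an unadjusted p under 0.05.

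Stag1 was higher and Nipbl lower in mutant embryos, while among wild type embryos the expression of both rose together. Among wild type embryos r was 0.94 (permutation p = 2.00e-05, adjusted p = 1.60e-04 over 8 relations; Spearman's rho 0.93, permutation p = 6.00e-05) and 0.89 without the 2 embryos farthest from the median of Nipbl. Among mutant embryos r was 0.77 for Stag1 (permutation p = 0.00273, adjusted p = 0.00728; rho 0.58, adjusted p = 0.105) and 0.75 for Hoxd12 (permutation p = 0.00265; rho 0.65, adjusted p = 0.103, so neither rho passed), and 0.61 and 0.64 without 2 embryos, and among mutant embryos 729 genes had a higher r with Nipbl than Stag1 and 928 than Hoxd12, against 6 above Stag1 among wild type embryos, so the 2 mutant correlations do not single out these genes. Array quality as the whole cause is argued against in wild type embryos, where r was 0.84 with the interquartile range of each array taken out; in mutant embryos it stays open, at 0.59 for Stag1 and 0.62 for Hoxd12. No biological explanation was tested.

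Sgce, Casd1 and Ppp1r9a, which lie near each other on chromosome 6, were among the largest increases (ratios 1.26, 1.23 and 1.30), above the wild type mean in all 12 mutant embryos. A strain variant segregating among embryos without regard to the Nipbl genotype would mix their levels across the genotypes, but of 12 mutant embryos 0 lay below the highest wild type embryo in Casd1, 0 in Ppp1r9a and 1 in Sgce, and chance orders of the embryos would be expected to separate 0.0147 genes among all 19937, which argues against such a variant as the cause; one that follows the Nipbl genotype was not tested at this place. Outside the Hox and Pcdhb clusters, 1 pair of adjacent measured genes, Casd1 and Sgce, was called in the same direction. Shuffled gene orders had a median of 0 (p = 0.473), so a shared change of neighbours beyond chance was not shown over all genes. The test counts only adjacent pairs with both genes called, so it cannot see a run broken by a gene that missed the threshold. Whether Sgce, Casd1 and Ppp1r9a share a change is therefore not decided by it. Among the 100 measured genes nearest Nipbl on chromosome 15, 3 were called, and a share of 0.0811 of windows of that size held as many, so passenger variants around the mutated gene stay open.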
